# Transcriptome Analyses of a Salt-Tolerant Cytokinin-Deficient Mutant Reveal Differential Regulation of Salt Stress Response by Cytokinin Deficiency

**DOI:** 10.1371/journal.pone.0032124

**Published:** 2012-02-15

**Authors:** Rie Nishiyama, Dung Tien Le, Yasuko Watanabe, Akihiro Matsui, Maho Tanaka, Motoaki Seki, Kazuko Yamaguchi-Shinozaki, Kazuo Shinozaki, Lam-Son Phan Tran

## Abstract

Soil destruction by abiotic environmental conditions, such as high salinity, has resulted in dramatic losses of arable land, giving rise to the need of studying mechanisms of plant adaptation to salt stress aimed at creating salt-tolerant plants. Recently, it has been reported that cytokinins (CKs) regulate plant environmental stress responses through two-component systems. A decrease in endogenous CK levels could enhance salt and drought stress tolerance. Here, we have investigated the global transcriptional change caused by a reduction in endogenous CK content under both normal and salt stress conditions. Ten-day-old *Arabidopsis thaliana* wild-type (WT) and CK-deficient *ipt1,3,5,7* plants were transferred to agar plates containing either 0 mM (control) or 200 mM NaCl and maintained at normal growth conditions for 24 h. Our experimental design allowed us to compare transcriptome changes under four conditions: WT-200 mM vs. WT-0 mM, *ipt1,3,5,7*-0 mM vs. WT-0 mM, *ipt1,3,5,7*-200 mM vs. *ipt1,3,5,7*-0 mM and *ipt1,3,5,7*-200 mM vs. WT-200 mM NaCl. Our results indicated that the expression of more than 10% of all of the annotated *Arabidopsis* genes was altered by CK deficiency under either normal or salt stress conditions when compared to WT. We found that upregulated expression of many genes encoding either regulatory proteins, such as NAC, DREB and ZFHD transcription factors and the calcium sensor SOS3, or functional proteins, such as late embryogenesis-abundant proteins, xyloglucan endo-transglycosylases, glycosyltransferases, glycoside hydrolases, defensins and glyoxalase I family proteins, may contribute to improved salt tolerance of CK-deficient plants. We also demonstrated that the downregulation of photosynthesis-related genes and the upregulation of several *NAC* genes may cause the altered morphological phenotype of CK-deficient plants. This study highlights the impact of CK regulation on the well-known stress-responsive signaling pathways, which regulate plant adaptation to high salinity as well as other environmental stresses.

## Introduction

Salt stress is one of the major abiotic stresses experienced by plants worldwide, affecting approximately 7% of the world's total land area [1], [2]. Mild salt stress primarily affects plant development, agronomy traits and agricultural productivity, but extremely high salinity stress can lead to plant death. In addition, climate change and declining water quality are of great concern because they contribute to land degradation by causing high salinity levels in soil. Thus, salt stress has been considered an increasingly serious problem underscoring the importance of developing salt-tolerant plants, through the use of genetic engineering, which are capable of surviving under saline conditions [2]–[5]. Salt stress negatively impacts photosynthesis, energy production, lipid metabolism, nutrient acquisition, the integrity of cellular membranes and the activity of various enzymes, thereby leading to a number of destructive processes, such as water deficit, hyperosmotic stress, secondary oxidative stress, homeostasis disruption and ionic toxicity [6]–[9].

To cope with salinity stress, plants employs various mechanisms, at both the whole plant and cellular levels, which are controlled by a variety of genes and signaling pathways and are expressed and activated at different times during the life of a plant [4], [6], [7]. With the availability of genomic sequences from various plant species and recent advances in microarray technologies, genes associated with high salinity tolerance have been identified on a large scale at a genome-wide level [2], [10], [11]. Together with other omic technologies, such as proteomics and metabolomics, transcriptomics has contributed significantly to the elucidation of stress responses [12]–[14].

Cytokinins (CKs) are master regulators of plant growth and development, and were recently shown to control plant adaptation to salt stress [15]–[19]. The most common naturally occurring isoprenoid CKs are *N* ^6^-isopentenyladenine (iP), *trans*-zeatin (*t*Z) and *cis*-zeatin (*c*Z). Experimental evidence has demonstrated that in many plant species, including *Arabidopsis thaliana*, *t*Z is more abundant and more active than *c*Z, whereas in some other species, such as maize (*Zea mays*), *c*Z is an abundant and bioactive CK [20]. In *Arabidopsis*, CK biosynthesis is controlled by nine adenosine phosphate-isopentenyltransferases (IPTs), which are divided into two classes of IPTs: the ATP/ADP IPT class (IPT1, IPT3, IPT4, IPT5, IPT6, IPT7 and IPT8), which are responsible for biosynthesis of iP and *t*Z CKs, and the transfer RNA IPT class (IPT2 and IPT9), which are responsible for biosynthesis of *c*Z CKs [21]. Loss-of-function studies using various combinations of *Arabidopsis ipt* mutants indicated that disruption of *IPT1*, *IPT3*, *IPT5* and *IPT7* resulted in significant reductions in CK levels in *Arabidopsis* seedlings. The *ipt1,3,5,7* quadruple mutant, at 18-day-old, was reported to contain less than 20% of iP riboside 5′-phosphates, iP riboside, *t*Z riboside 5′-phosphates, *t*Z riboside, *t*Z-7-N-glucoside, *t*Z-9-N-glucoside and *t*Z-O-glucoside and less than 50% of the free-base iP and *t*Z in comparison with the WT [21]. Recently, analysis of the CK-deficient *ipt1,3,5,7* mutant under salt stress conditions demonstrated that this mutant possesses a strong salt-tolerant phenotype, suggesting the importance of CKs in regulating salt tolerance.

To identify genes involved in salt stress tolerance and regulated by CKs, as well as to elucidate molecular mechanisms associated with CK-regulated salt tolerance, we have conducted a genome-wide transcriptional analysis to compare the transcriptomes of the wild-type (WT) and the CK-deficient *ipt1,3,5,7* mutant under both normal and salt stress conditions using whole genome *Arabidopsis* microarrays. Our results suggest that reduction of bioactive CK levels induced changes in gene expression of many regulatory and functional genes, including transcription factors (TFs), calcium sensors, high affinity K^+^/Na^+^ co-transporter proteins, heat shock proteins, late embryogenesis-abundant (LEA) proteins, xyloglucan endo-transglycosylases (XTR), glycosyltransferases (GTs), glycoside hydrolases (GHs), defensins and glyoxalase I family proteins, leading to improved salt and drought stress tolerance of the *ipt1,3,5,7* mutant.

## Materials and Methods

### Plant materials and salt stress treatment

WT *Arabidopsis* (Columbia ecotype) and CK-deficient *ipt1,3,5,7* (Columbia ecotype) seeds [21] were sowed on germination medium (GM) agar plates supplemented with 3% sucrose and kept for 4 days at 4°C. Plates were then transferred to 22°C and incubated for 10 days (22°C, 16 h light/8 h dark cycle, 60 µmol m^−2^ s^−1^ photon flux density). For microarray analyses, the 10-day-old plants grown on GM media were transferred onto 0.5× MS plates without sucrose, containing either 0 mM (control) or 200 mM NaCl and maintained for a period of 24 h. Three independent experiments were performed for each condition. The samples were collected as three biological replicates (10 plants/replicate), frozen in liquid nitrogen and stored at −80°C until used for RNA extraction.

### RNA purification and microarray analyses

Total RNA was extracted with TRIZOL Reagent according to the supplier's instructions (Invitrogen, Carlsbad, CA, USA). The microarray analyses, hybridization, data analyses and data mining were carried out as previously described [22]. Briefly, cDNAs were synthesized using 500 ng of total RNA and labeled with one color (Cy3) using a Quick Amp labeling kit (Agilent Technologies), followed by fragmentation and hybridization to the *Arabidopsis* Oligo 44K DNA microarray (Ver. 4.0, Agilent Technologies). Three biological replicates were performed for each treatment, making a total of 12 hybridizations. All arrays were scanned with a microarray scanner (G2505B, Agilent Technologies) and analyzed using GeneSpring Ver. 11 (Agilent Technologies). The Student's *t*-test (p-value) was used as a parametric test and the Benjamini and Hochberg False Discovery Rate (q-value) procedure was used to control the certainty level. Genes with at least a 2-fold difference in their expression levels and a q-value<0.05 were considered to be differentially expressed. The raw microarray data and the detailed protocol were deposited in the Gene Expression Omnibus database (http://www.ncbi.nlm.nih.gov/geo/browse/?view=series) with GEO ID: GSE32087.

### qRT-PCR

RNA samples from three biological replicates were used in the qRT-PCR validation of the microarray data. cDNA synthesis and qRT-PCR were performed according to previously described methods [23], [24]. The primer pairs that were used in qRT-PCR reactions are listed in Table S1. *UBQ10* was used as an internal control for expression analyses.

### Search for stress-inducible *cis*-motifs in promoter regions of upregulated genes

The 1-kb promoter regions upstream of transcriptional start sites (+1) were retrieved from the *Arabidopsis* TAIR10 (ftp://ftp.arabidopsis.org/home/tair/Sequences/blast_datasets/TAIR10_blastsets/upstream_sequences/). The existence of 12 stress-inducible *cis*-elements [25]–[27] was searched in the 1-kb promoter region of each upregulated gene as previously described [28].

### Determination of biological process categories of the upregulated and downregulated gene sets using gene ontology

The biological process categories of the up- and downregulated genes identified in four comparisons were determined as previously described [29], [30]. The gene ontology (GO) terms assigned to each of the upregulated or downregulated genes were counted using the data set of *Arabidopsis* TAIR10 (ftp://ftp.arabidopsis.org/home/tair/Ontologies/Gene_Ontology/). The top 20 most abundant GO terms were subsequently used to classify the genes into biological process categories.

### MapMan analysis

The list containing differentially expressed genes obtained from four comparisons was annotated and categorized into functional groups using MapMan version 3.5.1 (http://mapman.gabipd.org/web/guest/mapman) according to the standard protocol [31], [32].

## Results and Discussion

### Expression profiling of WT and CK-deficient *ipt1,3,5,7* plants using microarrays under normal and salt stress conditions

We have previously reported that the levels of free-base iP and *t*Z as well as their riboside and ribotide forms in 10-day-old *Arabidopsis ipt1,3,5,7* seedlings were reduced to less than 25% of the WT levels [16]. Furthermore, using the system that was developed for salt-tolerance studies, we have shown that the 10-d-old *ipt1,3,5,7* plants displayed a stronger salt-tolerant phenotype than WT [16], [18]. Thus, to investigate the molecular changes brought about by CK deficiency and that contribute to enhanced salt stress tolerance, the same system was used for salt treatment. Ten-day-old WT and CK-deficient *ipt1,3,5,7* plants were transferred onto plates containing 0 mM and 200 mM NaCl for 24 h. 

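The 4 groups of plants, WT and ipt1,3,5,7 grown for 24 h without NaCl (W-C and M-C) or with 200 mM NaCl (W-S and M-S), were each represented by 3 biological replicates of 10 plants, by the paper's methods and the sample labels. The deposited description of the series speaks instead of 3 hybridizations for each biological sample, and if that held, the SDs and p-values would cover hybridization only. Each replicate was hybridized to its own array with a single dye (Cy3), which gave 12 arrays. The authors deposited the scanner output of each array, in which the intensity of every spot had been adjusted for background and for spatial trends within the array, with no scaling between arrays. Each array held 45220 spots. After control spots were left out, 38413 probes were assigned to an AGI locus in the files and 5190 were not. The assigned probes covered 29030 loci, 7320 of them with several probes. Between 76.3% and 79.2% of the probes were well above background on an array, with a median of 76.3% in W-C, 76.8% in M-C, 77.1% in W-S and 78.6% in M-S. On all 12 arrays, 31663 probes were well above background, whereas 7067 probes were well above background on none. No spot was saturated. The 75th percentile of the signal ranged from 2596 to 2864 in W-C, from 2995 to 3312 in M-C, from 3466 to 3652 in W-S and from 3610 to 3741 in M-S, so that the arrays of the salt-treated plants were brighter before scaling. The number of arrays, 3 per group, limits the precision of every value.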

The collected samples were then subjected to microarray analyses using an *Arabidopsis* Oligo 44K DNA microarray (Ver. 4.0) for profiling the transcripts of WT and *ipt1,3,5,7* plants in the absence and presence of 200 mM NaCl. The results of the microarray analyses are available in Table S2 or can be accessed through Gene Expression Omnibus (accession number: GSE32087).

This experimental design enabled us to investigate and compare the differentially expressed transcriptomes of WT and CK-deficient *ipt1,3,5,7* plants in four ways: WT-200 mM vs. WT-0 mM (comparison W-S/W-C), *ipt1,3,5,7*-0 mM vs. WT-0 mM (comparison M-C/W-C), *ipt1,3,5,7*-200 mM vs. *ipt1,3,5,7*-0 mM (comparison M-S/M-C), *ipt1,3,5,7*-200 mM vs. WT-200 mM NaCl (comparison M-S/W-S) (Figure 1A). 

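To put the arrays on one scale, the log2 of each processed intensity was taken and the log2 of the array's 75th percentile was subtracted. Levels are given on this scale, on which 0 is the 75th percentile of the array. Before that, the 103 to 242 spots per array that the scanner software marked as outliers were left out, and spots of one probe were averaged. The processed values that the authors deposited for the whole series were on the same scale, since on each array they differed from the log2 intensity by 1 constant, with an SD of at most 0.0004, when the marked spots were kept. The SD of the log2 difference between 2 arrays was taken over the probes well above background on all 12 arrays. Dim probes are thus not covered by it. Between replicates on the same slide, this SD was 0.204 to 0.263 (6 pairs of arrays). Between replicates on different slides it was 0.205 to 0.266 (6 pairs), whereas between arrays of different groups it was 0.620 to 1.10 (54 pairs). The arrays lay on 5 slides. Slide 1 held the 3 W-C arrays and 1 M-C array, slide 2 held the other 2 M-C arrays, slide 3 held 2 W-S arrays, slide 4 held 1 W-S and 2 M-S arrays, and slide 5 held 1 M-S array. No slide held both salt-treated and untreated plants, so that in comparisons W-S/W-C and M-S/M-C slide and treatment cannot be told apart, whereas M-C/W-C and M-S/W-S could also be computed with slide as a block. They then rest on 1 M-C array against the 3 W-C arrays of slide 1 and on 1 W-S array against the 2 M-S arrays of slide 4. The 4 mutated genes were examined first in each sample. IPT1 (AT1G68460) was well above background on all 6 WT arrays, at -6.89 to -4.21, and on none of the 6 ipt1,3,5,7 arrays. The same held for IPT7 (AT3G23630), at -4.26 to -3.45 on the WT arrays. IPT3 (AT3G63110) was well above background on every array and lay at -2.08 to -0.59 in WT and at -6.10 to -5.02 in ipt1,3,5,7. IPT5 (AT5G19040), also above background on every array, separated the genotypes without NaCl, at -2.64 to -2.55 in WT and -4.45 to -4.43 in ipt1,3,5,7. Under salt it lay at -5.90 to -5.50 in WT and at -5.35 to -4.66 in ipt1,3,5,7.

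**Figure D1:**
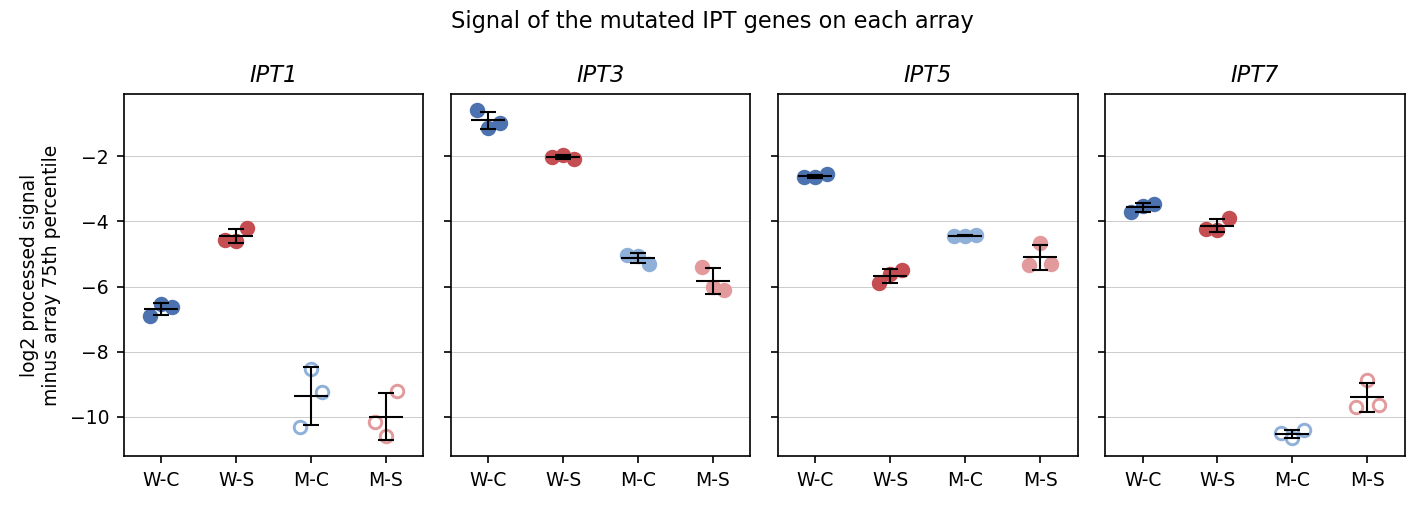
Signal of IPT1, IPT3, IPT5 and IPT7 on each of the 12 arrays, as log2 relative to the array's 75th percentile (vertical axis), by group (horizontal axis). Each point is 1 array, open points are arrays on which the probe was not well above background, and bars give the mean and SD of 3 arrays. IPT1 and IPT7 have only open points in ipt1,3,5,7, and IPT5 in W-S lies below its level in M-C.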

In comparisons W-S/W-C and M-S/M-C, we sought to identify, in a global and unbiased manner, genes whose expression was modulated in response to salt stress in WT and CK-deficient plants. Comparisons M-C/W-C and M-S/W-S allowed us to detect the changes in gene expression induced by CK deficiency under normal and salt stress conditions, respectively. 

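Differential expression was tested with limma, in 1 linear model with the 4 group means over the 12 arrays and an empirical Bayes estimate of the variance, and p-values were adjusted by Benjamini-Hochberg over the 43481 probes with a value. A gene (AGI locus) was counted when at least 1 of its probes changed at least 2-fold with an adjusted p below 0.05 and no probe passed in the other direction. By this rule, 2369 genes were upregulated and 3332 were downregulated in W-S/W-C. The corresponding numbers were 1741 and 1718 in M-C/W-C, 3061 and 2483 in M-S/M-C, and 2634 and 1043 in M-S/W-S. When each of the 12 arrays was left out in turn, the upregulated genes numbered 2270 to 2453, 1719 to 1781, 2937 to 3152 and 2480 to 2771 in these comparisons, and the downregulated genes 3310 to 3405, 1596 to 1734, 2438 to 2490 and 968 to 1094. The methods' t-test on the same values, with the same adjustment and 2-fold threshold, gave 2236 and 3159, 1622 and 1542, 2805 and 2381, and 2349 and 917 genes. The setting that moved the counts most was a normexp background correction of the raw spot and background signals, with which 1270 and 2181, 1116 and 640, 1376 and 1345, and 1741 and 359 genes passed. Dim probes contributed to the calls. Of the probes called up, 22.5%, 12.3%, 24.5% and 14.2% were well above background on no array of the lower group, and of those called down 12.2%, 18.4%, 10.6% and 14.8%.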

Using the criteria of the ratio change > = 2 and q-value<0.05, 2268, 1625, 2818 and 2354 genes were found to be upregulated and 3122, 1519, 2380 and 922 genes were downregulated in comparisons W-S/W-C, M-C/W-C, M-S/M-C and M-S/W-S, respectively (Figure 1B, Tables S3, S4, S5, S6). Eight genes were selected to validate our microarray data by qRT-PCR. 

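Of the 8 genes of Figure 2, HKT1;1 is reported together with SOS3, and the microarray values of the others were as follows, as log2 changes in W-S/W-C, M-C/W-C, M-S/M-C and M-S/W-S in that order. ADH1 (AT1G77120) changed by 3.61, 0.59, 4.50 and 1.48 (standard error 0.18). STZ (AT1G27730) changed by 2.23, 0.38, 3.41 and 1.56 (standard error 0.15), and SAG29 (AT5G13170) by 2.05, -0.55, 4.51 and 1.91 (standard error 0.30). ANAC072/RD26 (AT4G27410) was higher in all 4 comparisons, by 2.46, 1.50, 2.35 and 1.39 (standard error 0.18). A gene for glyoxalase I (AT1G15380) changed by -2.41, 1.9, -1.88 and 2.43 (standard error 0.08). A heat shock protein gene (AT1G80920) changed less, by -1.07, 0.91, -0.81 and 1.17 (standard error 0.18). It lost its call in W-S/W-C without W-C replicate 2 (-0.997) and in M-S/W-S without M-S replicate 2 (0.96), and it passed in M-C/W-C without M-C replicate 2 (1.04) and in M-S/M-C without M-S replicate 2 (-1.03). AIL1 (AT3G17520) rose by 5.88 in W-S/W-C and by 7.97 in M-S/M-C and differed by -0.32 in M-C/W-C, but its standard error was 1.25, since its M-C level was -5.75 ± 3.17 (SD, n = 3) and 2 of the 3 M-C arrays were well above background. In M-S/W-S it was higher by 1.77 with an adjusted p of 0.302 by limma's test. With slide as a block, the M-S/W-S differences of ADH1 and ANAC072 were 0.94 and 0.90, just below the 2-fold threshold.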

The results shown in Figure 2 supported the reliability of the microarray data.

**Figure 1:**
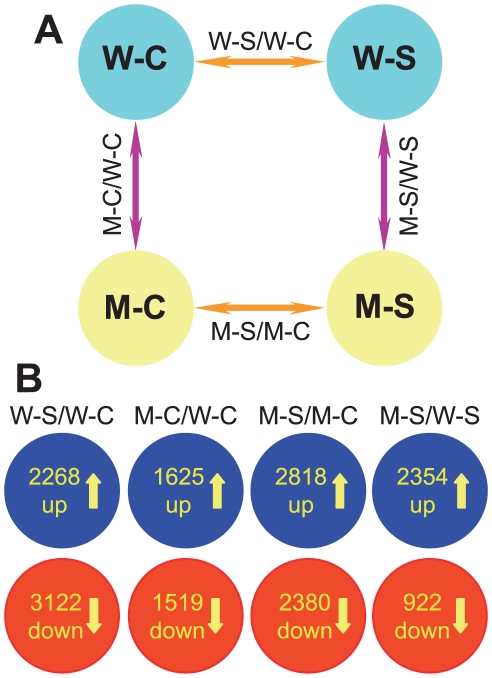
Diagrams showing experimental design, comparisons and compilation of genes with altered expression in each comparison. (A) Diagrams showing experimental design and comparisons. (B) Diagrams showing compilation of genes with altered expression in each comparison. W-S, WT-200 mM NaCl; W-C, WT-0 mM NaCl; M-S, *ipt1,3,5,7*-200 mM NaCl; M-C, *ipt1,3,5,7*-0 mM NaCl; W-S/W-C, WT-200 mM NaCl vs. WT-0 mM NaCl; M-C/W-C, *ipt1,3,5,7*-0 mM NaCl vs. WT-0 mM NaCl; M-S/M-C, *ipt1,3,5,7*-200 mM NaCl vs. *ipt1,3,5,7*-0 mM NaCl; M-S/W-S, *ipt1,3,5,7*-200 mM NaCl vs. WT-200 mM NaCl.

**Figure 2:**
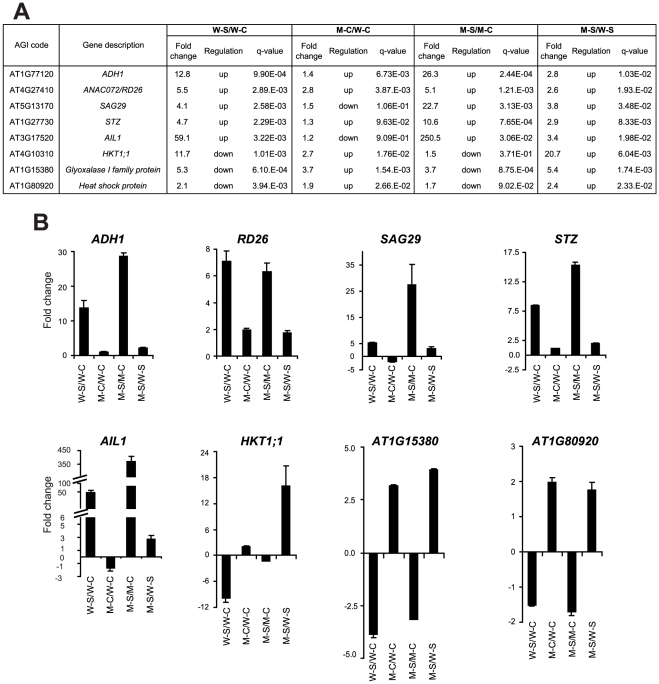
Confirmation of microarray data by qRT-PCR analysis. Eight genes were selected and their expression profiles were assessed by qRT-PCR in all four plant samples to verify the microarray data. (A) Fold changes were obtained from microarray analysis. (B) Fold changes were obtained from qRT-PCR analysis. Fold changes were calculated from the expression data obtained by qRT-PCR in all four samples. Relative quantitation of expression was calculated using 2^−ΔCt^ method and *UBQ10* as endogenous control. cDNAs were obtained from three biological replicates.

All four differentially expressed gene sets were subsequently classified into biological process categories based on GO analysis. Figure 3 illustrated the distribution of the up- and downregulated gene sets in the 20 most abundant GO terms among which many abiotic stress-related categories, such as “response to salt stress”, “response to water deprivation”, “response to ABA”, “response to oxidative stress” and “response to cold” were found. A significantly higher proportion of salt stress-responsive genes were detected in each of four upregulated gene sets (Figure 3A) in comparison with the respective downregulated gene sets (Figure 3B). Additionally, genes responsive to ABA and water stress were also found in higher abundance in all four upregulated gene sets than in the corresponding downregulated ones, which is consistent with the strong relationship observed among ABA, water stress and high salinity [33], [34]. Moreover, we found that more stress-related genes, such as those classified into “response to salt stress”, “response to water deprivation”, “response to ABA” and “response to cold”, are upregulated in comparison M-C/W-C or in comparison M-S/W-S than in comparison W-S/W-C (Figure 3A); a phenomenon that may enable the CK-deficient plants to cope better with stresses as previously reported [16], [35]. MapMan was also used to visualize the gene expression data to understand relations in terms of molecular functional categories among the four comparisons and find possible molecular mechanism(s) connecting salt stress response and CK deficiency at the genomic level as shown in Figure 4 and discussed in details in appropriate sections.

**Figure 3:**
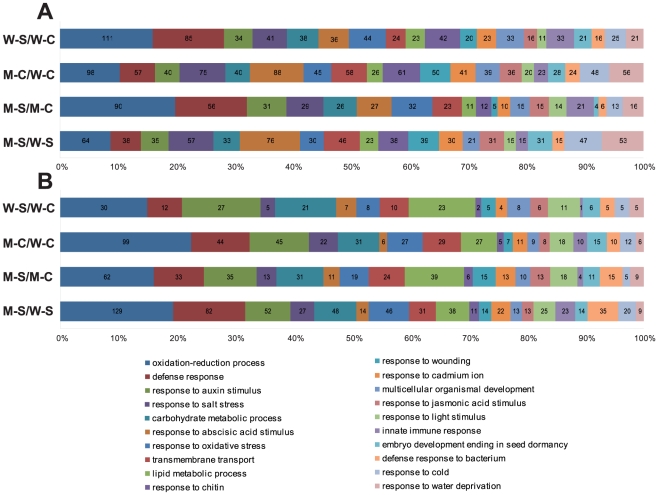
Distributions of upregulated (A) and downregulated (B) gene sets identified in four comparisons into the biological process categories based on GO analysis. The top 20 most abundant biological process categories are shown. Gene numbers are displayed for each category.

**Figure 4:**
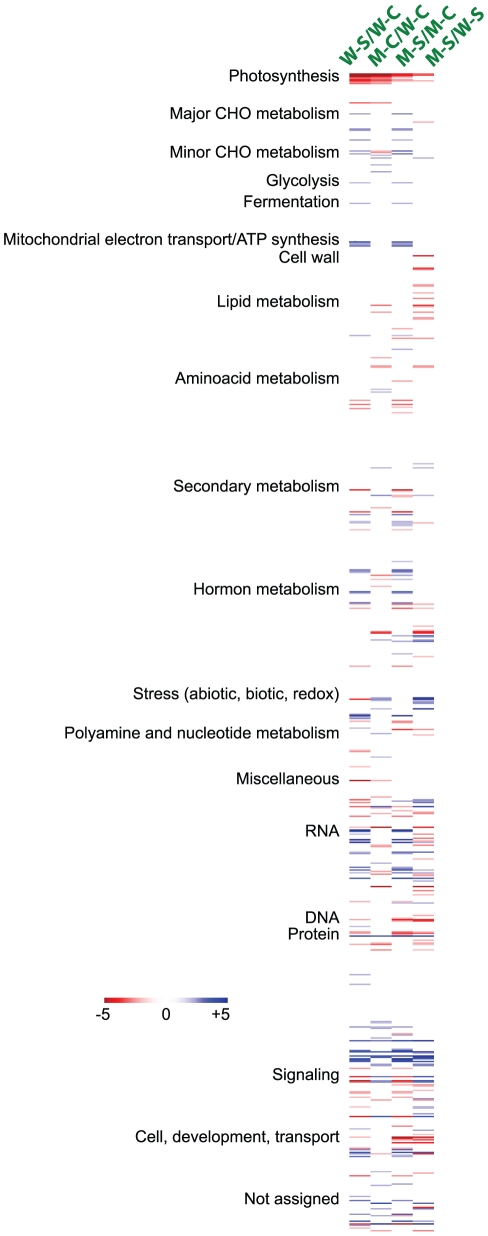
MapMan analysis showing molecular functional categories of genes with altered expression in four comparisons. Changes in expression levels are indicated by color scales with saturation at five-fold changes. Blue and red color gradients indicate an increase or decrease in transcript abundance, respectively.

In addition, stress-responsive *cis*-elements have been reported for their essential roles in determining the stress-responsive expression patterns of genes, facilitating the stress-related functional classification [28]–[30]. Over the years, extensive promoter analyses have identified 12 stress-inducible *cis*-elements, which are important molecular switches involved in the transcriptional regulation of a dynamic network of gene activities controlling abiotic stress responses [25]–[27]. Therefore, to grasp the overall representation of stress-related genes among the upregulated genes identified in four comparisons we searched for the existence of these *cis*-elements in the 1-kb promoter region of each of upregulated genes identified in four comparisons. Data shown in Tables S3A, S4, S5, S6A indicate that a significant portion of upregulated gene sets are stress-responsive. It should be noticed that all 12 *cis*-elements used were identified as either drought-, cold- and/or ABA-inducible elements [25]–[27]. However, the results of the *cis*-element analysis are still useful because significant overlap has been reported for the gene sets upregulated by drought-, high-salinity-, cold- and ABA-inducible genes [33], [34]. The percentages of stress-inducible genes might be higher if specific salt stress-inducible *cis*-motifs were also be included into the *in silico* analysis (Tables S3A, S4, S5, S6A). Unfortunately, the identity of salt stress-inducible *cis*-motifs is currently unknown.

### Identification of salt stress-responsive genes in WT plants treated by the “plate method”

Several groups have reported genome-wide expression analyses of salt stress response genes in *Arabidopsis* [33], [36], [37]. However, in these reports the methods used to treat the plants were different from ours. Plate-grown young seedlings were either transferred to a high saline solution (200–250 mM) and grown hydroponically for a short period of time (1–12 h) (solution method) [33], [37], or soil-grown plants were irrigated with saline solution (150 mM) within 24 h (irrigation method) to generate salt-treated samples for investigation [36]. In another independent study, Krishnaswamy et al. (2008) allowed *Arabidopsis* seeds to germinate and grow on 0.5× MS media containing 100 mM NaCl for 14 days (long-term treatment with mild concentration of NaCl). Here, we used the “plate method”, which was developed for studying salt stress tolerance. This method, therefore, enabled us to identify molecular changes that were directly linked to a salt-tolerance phenotype. From the experiment comparing expression profiles of WT with and without 200 mM NaCl treatment for 24 h (comparison WS/WC), we found that expression of 2268 and 3122 genes were increased and decreased, respectively, at least two-fold (Figure 1B, Tables S3A and S3B). 

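The genes called in W-S/W-C made up 19.6% of the loci on the array. Among them, 1536 had several probes, all of which passed the threshold for 879 genes, and 5 loci with probes called in opposite directions were not counted. Of the genes whose probe was well above background on all arrays of both groups, the largest rises were those of AT2G47770 (benzodiazepine receptor-related), with a log2 change of 8.16, LTP4 (AT5G59310), with 8.03, and AT-HSFA6B (AT3G22830), with 7.13. The largest falls were those of PCC1 (AT3G22231), with -8.08, CYP82C2 (AT4G31970), with -7.72, and AT1G26390 (an FAD-binding domain protein), with -7.46. These 6 changes were called in every setting in which the comparison was computed.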

Although the treatment methods were different, the salt-inducible genes identified by our study significantly overlapped with those found by other groups [33], [36]–[38], indicating that all of these methods (soil-grown plants, plate-grown plants, treatment in solution or growth on agar plates containing salt) and different treatment time periods (shock short-term or long-term treatments) elicit similar responses at the transcriptional level. For instance, many high salinity-responsive genes known from the literature, such as several AP2-EREBP-type *DREB*s, *RAP2*, *NAC*s, *NCED2*, *NCED3*, *RD20*, *RD22*, *RD29B*, *PP2C* and diverse *LEA* genes, were strongly induced (Tables S3A) [33], [36]–[38].

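NCED3 (AT3G14440) rose from a level of -3.96 ± 0.23 to -2.21 ± 0.17 (SD, n = 3), a log2 change of 1.76 (adjusted p = 2.28e-06 by limma's test). RD20 (AT2G33380) rose by 3.88 (standard error 0.12, adjusted p = 2.05e-08), RD22 (AT5G25610) by 1.61 (standard error 0.10, adjusted p = 6.78e-07) and RD29B (AT5G52300) by 5.48 (standard error 0.35, adjusted p = 7.99e-07). For each of these 4 genes, the 3 arrays with salt lay above the 3 without. Groups of 3 lie fully apart, in either direction, by chance in 10% of comparisons. NCED2 (AT4G18350) rose from -6.89 ± 0.31 to -5.89 ± 0.17 (SD, n = 3), a change of 0.997 or 1.996-fold, with an adjusted p of 0.000448. It passed the 2-fold threshold with median scaling (1.07), with quantile normalization (1.04) and with the outlier spots kept (1.00, 2-fold after rounding), as well as without W-C replicate 3 (1.17), without W-S replicate 1 (1.07) and without W-S replicate 2 (1.02).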

The differentially expressed genes could be classified into regulatory and functional categories. For the regulatory category, many upregulated genes were grouped into transcription factor (TF), protein degrading and protein modification groups. 

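Genes were also grouped by the words in their descriptions in the array files, and the numbers called up and down in each class were compared with those of all other called genes (Fisher's exact test, two-sided, adjusted over the 68 tests of 17 classes in 4 comparisons). In W-S/W-C, 31 genes described as AP2 domain, ERF or DREB were up and 10 were down (adjusted p = 0.000276). For WRKY genes these numbers were 22 and 6 (adjusted p = 0.000898), and for genes described as NAC, among which ANAC072 is not, 18 and 8 (adjusted p = 0.0176). MYB genes, with 27 up and 24 down (adjusted p = 0.239), and zinc finger genes, with 56 up and 55 down (adjusted p = 0.156), were called in high numbers in both directions. With normexp background correction the zinc finger genes were mostly down, with 21 up and 33 down. So were all called genes, of which 36.8% were up with normexp and 41.6% without it. The order of up and down in the other 4 classes held with normexp, median scaling and quantile normalization.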

In the TF group, the AP2-EREBPs, such as DREB1A, DREB2A and DREB2B, zinc finger-type, MYB, WRKY and NAC TF encoding genes were present in high numbers. 

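Of the genes described as heat shock in the files, 36 were up and 11 were down in W-S/W-C (Fisher's exact test, two-sided, adjusted p = 3.47e-05). With normexp background correction, these numbers were 22 and 8.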

Heat shock TF and heat shock protein encoding genes were also found among the genes with increased transcript abundance. For the protein modification groups, we identified many salt-inducible genes encoding kinases, such as CIPKs and MAPKKKs, and PP2C proteins. 

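Among the genes described as protein phosphatase 2C, 15 were up and 3 were down in W-S/W-C (Fisher's exact test, two-sided, adjusted p = 0.00228). The kinase classes were small. Genes described as CIPK numbered 6 up and 3 down (adjusted p = 0.307), and those described as MAPKKK 4 up and 1 down (adjusted p = 0.301), so that their direction could not be separated from that of the other called genes.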

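Of the 36 loci described as late embryogenesis abundant (LEA), 18 were up and 1 was down in W-S/W-C, a share of 94.7% up against 41.4% among the other called genes (Fisher's exact test, two-sided, adjusted p = 3.47e-05). With dim probes left out, 18 LEA genes were up and 0 were down. With normexp background correction 7 were up and 0 were down. Its offset of 50 shrinks the log2 changes of dim probes by construction, so that a call lost there does not speak against a change. How much of the fall this explains was not tested.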

The functional category contained many salt-regulated genes encoding LEA proteins, ABA metabolism-related proteins, osmoprotectant biosynthesis-related proteins, transporters and detoxification enzymes which were upregulated (Table S3A). These types of proteins are known to enable plants to adapt better to salt stress [6], [39]. 

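To follow photosynthesis-related genes as a set, 97 loci with a value on every array were taken from the 101 whose descriptions name photosystems, light-harvesting or chlorophyll a/b proteins, plastocyanin, RuBisCO, ferredoxin-NADP or chloroplast ATP synthase, each by its brightest probe. In W-S/W-C, 83 of them (85.6%) were lower with salt, with a median log2 change of -0.77 against -0.12 for all other probes (limma's camera test with a preset correlation between genes of 0.01, adjusted p = 1.17e-07 over the comparisons and the interaction). At the 2-fold threshold, 36 of the 101 loci were down and 3 were up by their brightest probe, and 46 were down by any of their probes. The word plastocyanin also took in proteins described only as having a plastocyanin-like domain, and that description does not place them in photosynthesis. Without the genes described as plastocyanin-like, a step chosen after seeing the data, 61 of the remaining 66 loci were lower, with a median of -0.92 (adjusted p = 3.18e-10 by limma's camera). Limma's rotation test fry gave an adjusted p of 5.05e-06. With the correlation between genes estimated from the 12 arrays in place of the preset value, the adjusted p was 0.312 and the raw value 0.138, the alternative that moved this result most. With quantile normalization the median change was -0.42.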

As for genes that were downregulated by salt stress, many photosynthesis-related genes were found (Table S3B). This finding is consistent with previously published results [33], [36]–[38].

### CK deficiency alters expression of a subset of stress-responsive genes under normal conditions

Next, because CK-deficiency enhanced the tolerance of the CK-deficient *ipt1,3,5,7* mutant to high salinity compared with the WT [16], we examined differences in gene expression between the *ipt1,3,5,7* mutant and WT plants in the absence of NaCl in the M-C/W-C comparison. We identified a total of 3144 genes that responded to CK deficiency, representing more than 10% of the total number of genes in the *Arabidopsis* genome, of which 1625 genes were upregulated and 1519 genes were downregulated (Figure 1B, Tables S4A and S4B). Both the down- and upregulated gene sets identified in comparisons W-S/W-C and M-C/W-C were subjected to Venn diagram analysis to identify overlapping genes between the two comparisons. 

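The M-C/W-C calls covered 11.9% of the loci on the array. Under slide as a block, which compares the genotypes within slide 1, 1831 genes were up and 1539 were down, of which 1502 and 1387 were called the same way without the block. Of the genes measured above background on all arrays of both groups, a transposable element gene (AT5G35935) had the largest rise, with a log2 change of 5.86, followed by AT3G59930 with 4.98 and AT5G33355 with 4.97, both of which encode defensin-like proteins. The largest falls were those of AT1G53480 (-7.15), CYP82C2 (-7.11) and AT1G26390 (-6.47), the last 2 of which were also among the 3 largest falls in the salt-treated WT.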

As shown in Figure 5, many genes that were upregulated or downregulated in the untreated *ipt1,3,5,7* mutant were also upregulated or downregulated, respectively, in the salt-treated WT, indicating significant overlap of gene expression profiles between the untreated *ipt1,3,5,7* mutant and the salt-treated WT plants (comparisons W-S/W-C and M-C/W-C). These data might explain the better adaptation of the CK-deficient plants to salt stress. In addition, expression of the *IPT1*, *3*, *5* and *7* genes was significantly decreased in the *ipt1,3,5,7* mutant background, further demonstrating the reliability of our microarray analyses (Table S4B).

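In both W-S/W-C and M-C/W-C, 281 genes were up and 677 were down, which amounts to 16.1% and 39.4% of the M-C/W-C sets. Independent sets of these sizes, drawn from all loci on the array, would share 142.1 and 197.2 genes. On that basis the odds of a gene in one set to be in the other were raised 2.32-fold for upregulated and 6.04-fold for downregulated genes. All loci include those too dim to be called readily, which can raise the overlap in either direction. Genes called in opposite directions were also found. Of these, 159 were up in W-S/W-C and down in M-C/W-C, against 140.2 by independence, and 517 were down in W-S/W-C and up in M-C/W-C, against 199.8. Genes up in M-C/W-C were thus more often down than up with salt in WT (517 against 281). For them the raised odds are no evidence of a resemblance. Genes down in M-C/W-C were more often down than up with salt (677 against 159). Both comparisons are relative to the same W-C arrays, which by itself makes changes resemble each other. In 20 draws simulated with no change between the groups, the correlation between the comparisons across probes was 0.502 on average. When the W-C arrays were divided so that the comparisons shared none, the correlation across 30956 probes was 0.119 to 0.185, against 0.171 with all arrays. Probes are not independent replicates. From the genes that changed the same way in the untreated mutant and in the salt-treated WT, the paper proposes an explanation for the better adaptation of CK-deficient plants to salt.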

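In M-C/W-C, the log2 change of IPT3 was -4.23 (standard error 0.19, adjusted p = 4.17e-07 by limma's test), from -0.90 ± 0.27 to -5.13 ± 0.15 (SD, n = 3), or 18.8-fold lower. IPT5 fell from -2.61 ± 0.05 to -4.44 ± 0.01, or 3.55-fold (adjusted p = 2.05e-05). Where a probe was well above background on no array of a group, only a bound on the fold can be given. The brighter group's mean was then set against the mean, over the dim group's arrays, of the higher of the probe's own value and the lowest value among probes well above background on that array. By this rule IPT1 was at least 3.12-fold lower in M-C (adjusted p = 0.000772) and IPT7 at least 27.1-fold lower (adjusted p = 6.27e-08). With normexp background correction, which compresses dim signals, the IPT1 change became 0.15, and those of IPT5 (-1.21) and IPT7 (-1.74) stayed negative but were not called. Under salt, in M-S/W-S, IPT3 was 14.1-fold lower in ipt1,3,5,7, IPT1 at least 15.1-fold and IPT7 at least 18.9-fold, whereas IPT5 was higher by 0.56 (adjusted p = 0.0216), below the 2-fold threshold. In WT, salt itself lowered IPT5 by 8.34-fold and raised IPT1 by 4.69-fold.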

**Figure 5:**
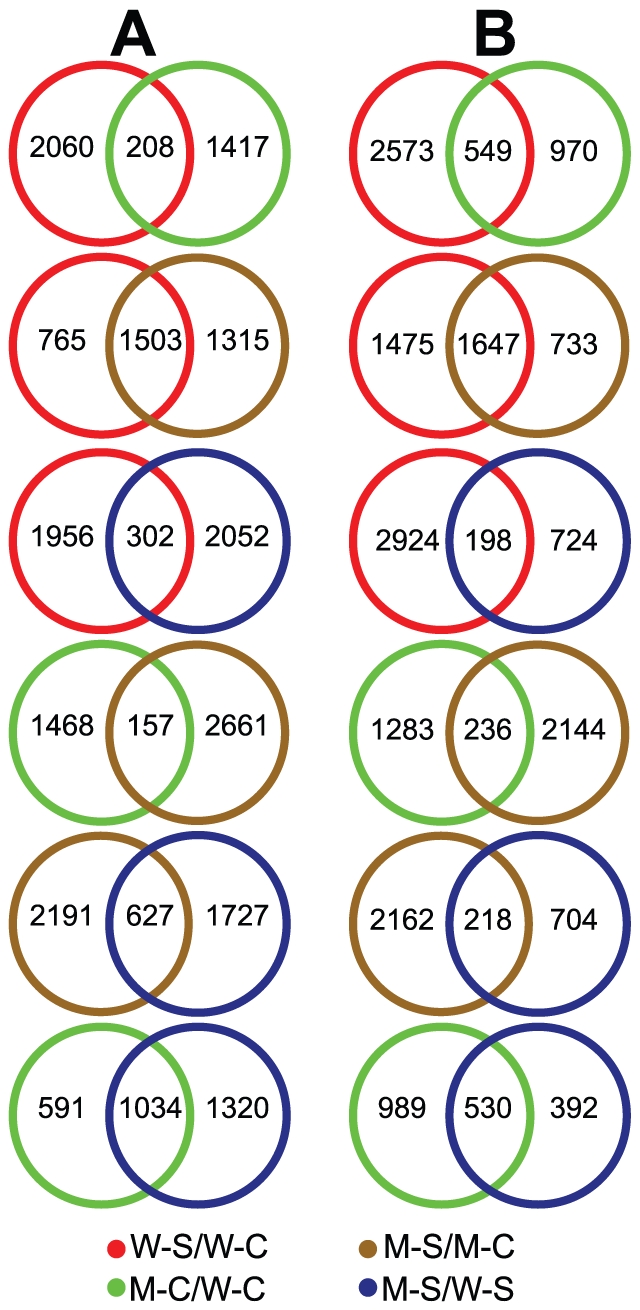
Venn diagram analysis showing the overlapping and non-overlapping upregulated (A) and downregulated (B) gene sets between each pair of comparisons.

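In M-C/W-C, 16 genes described as NAC were up and 4 were down (Fisher's exact test, two-sided, adjusted p = 0.0359). Normexp background correction raised the share of upregulated genes among all called genes from 50.3% to 63.6%. WRKY genes numbered 12 up and 10 down, but 10 up and 1 down with normexp background correction and 14 up and 7 down with slide as a block. AP2 genes numbered 5 up and 2 down, or 9 and 2 with slide as a block, and CIPK genes 5 up and 0 down (adjusted p = 0.156). DREB2A (AT5G05410) was higher in M-C by a log2 change of 1.35 (adjusted p = 0.000214), ANAC055 (AT3G15500) by 1.19 (adjusted p = 0.000749), ANAC072 (AT4G27410) by 1.50 (adjusted p = 0.000109), ANAC021 by 1.66 and ZFHD1 (AT1G69600) by 2.18 (adjusted p = 2.46e-07). ANAC092 (AT5G39610) differed by 0.18 (standard error 0.10, adjusted p = 0.2), with overlapping groups, and reached the threshold in none of the settings run. It was higher in ipt1,3,5,7 under salt, by 1.86 in M-S/W-S (adjusted p = 8.81e-07).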

A number of genes encoding regulatory proteins, such as AP2-EREBP-, bZIP-, NAC-, WRKY- and ZFHD-type TFs, including the well-known DREB2A, ANAC021/NAC1, ANAC092/AtNAC2, ANAC055/AtNAC3, ANAC072/RD26 and ZFHD1 TFs, and protein kinases, including CIPKs and CDPKs, were upregulated in the *ipt1,3,5,7* mutant (Table S4A). The *ANAC092*, *ANAC055*, *ANAC072* and *ZFHD1* genes were induced by ABA and salt stress, but *DREB2A* has been shown to be induced by salt stress and not by ABA [40]–[43], suggesting that both the ABA-dependent and ABA-independent TFs are regulated by CKs. It was reported that overexpression of *ANAC021* and *ANAC092* in *Arabidopsis* promoted lateral root development, which is in agreement with enhanced lateral root development observed in the *ipt1,3,5,7* mutant [21], [41], [44]. On the other hand, *Arabidopsis* transgenic plants overexpressing the active form of *DREB2A* exhibited enhanced salt tolerance [45], whereas those overexpressing either *ANAC055*, *ANAC072* or *ZFHD1* enhanced drought tolerance [40], [42]. However, there is no information regarding the salt-responsive phenotype of the *ANAC055*, *ANAC072* or *ZFHD1* overexpressing plants. In good accordance with these reports, the CK-deficient *ipt1,3,5,7* mutant also exhibited improved drought tolerance [16].

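In M-C/W-C, 2 glyoxalase genes were up and 0 were down. With normexp background correction, 63.6% of all called genes were up in this comparison, against 50.3% without it. Counts of a class with normexp are to be read against that general shift. Genes described as xyloglucan-related, which include the XTRs, numbered 10 up and 5 down, or 9 and 1 with normexp background correction. Glycosyltransferases (GTs) numbered 18 up and 16 down, but 12 and 5 with normexp. Glycoside hydrolases (GHs) went the other way, with 13 up and 22 down, or 7 and 11 with normexp. Defensins numbered 12 up and 14 down, a balance that turned to 9 up and 4 down with normexp, 12 and 12 with quantile normalization and 13 and 11 with slide as a block. PDF1.2 (AT5G44420) was higher in M-C, at -4.76 ± 0.83 against -6.25 ± 0.41 in W-C (SD, n = 3), a log2 difference of 1.49 with an adjusted p of 0.0188 by limma's test. This call was lost without M-C replicate 1 (1.18, adjusted p = 0.069), without M-C replicate 3 (1.33, adjusted p = 0.0614) and without W-C replicate 1 (1.3, adjusted p = 0.0683), as well as by the methods' t-test and with normexp.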

Many genes encoding functional proteins, such as glyoxalase I proteins, XTRs, GTs, GHs and defensins (PDF1.2), were found among the upregulated genes in the *ipt1,3,5,7* mutant in comparison with WT. As for glyoxalase I proteins, overexpression of *Brassica juncea* glyoxalase I and *Oryza sativa* glyoxalase II encoding genes, either alone or together, conferred improved salinity tolerance to tobacco (*Nicotiana tabacum*) [46]. In *Arabidopsis*, glyoxalase I proteins encoding genes were reported as potential downstream targets of drought and salt stress-responsive NAC TFs, such as ANAC019, ANAC055 and ANAC072 [40], [47]. It was suggested that glyoxalase enzymes are involved in the glutathione-based detoxification of methylglyoxal, a toxic aldehyde formed primarily as a byproduct of carbohydrate and lipid metabolism, thereby enhancing salt stress tolerance [48], [49]. XTR, GT and GH enzymes are known to play important roles in the modification of the xyloglucan cross-links that control the extensibility and strength of the plant cell wall [50]–[52]. Defensins, in addition to being implicated in mediating plant responses to pathogens, are also believed to play a role in salt stress tolerance because their transcript abundance is much higher in the *Arabidopsis* relative halophyte salt cress (*Thellungiella halophila*) than in *Arabidopsis* [53]. Moreover, induced expression of the defensin *PDF1.2* gene was reported to result in enhanced root development, consistent with the better enhanced root development observed with the *ipt1,3,5,7* mutant [54].

It has been established that CKs also affect plant disease resistance [55]. In the CK-deficient mutant we detected 35 and 10 disease resistance-related genes with increased and diminished expression levels, respectively, as compared with WT (Tables S4A and S4B). 

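Of the 222 loci whose descriptions contain the words disease resistance, 38 were up and 11 were down in M-C/W-C, a higher share of upregulated genes than among the other called genes (Fisher's exact test, two-sided, adjusted p = 0.000898). With each array left out in turn, 36 to 41 were up and 8 to 12 were down. With dim probes left out, 36 were up and 9 were down, and with normexp background correction, the setting that moved these numbers most, 20 and 4.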

Almost all of the up- and downregulated disease resistance-related genes encode CC-NBS-LRR or TIR class proteins, which mediate resistance to various plant pathogens [56]–[58]. Many NBS-LRR-encoding genes are upregulated in response to pathogen attack [56]. Therefore, it would be interesting to examine the relationship between the functions of CKs, CK signaling and NBS-LRR proteins in pathogen responses. Furthermore, among the genes downregulated by CK deficiency, MapMan analysis has identified many photosynthesis related genes (Figure 4, Table S4B). 

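In M-C/W-C, 85 of the 97 photosynthesis-related loci (87.6%) were lower in ipt1,3,5,7, with a median log2 change of -0.48 against -0.05 for all other probes (limma's camera, adjusted p = 3.6e-08). The changes were small, since 6 of the 101 loci so described were down and 1 was up at the 2-fold threshold. With the plastocyanin-like genes left out, also chosen after seeing the data, 64 of 66 loci were lower, with a median of -0.52. With slide as a block, an alternative chosen after seeing the data, the median was -0.37 (adjusted p = 5.04e-07), and fry gave an adjusted p of 0.000132. With the correlation estimated from the arrays, the adjusted p was 0.312 here and in M-S/M-C. In M-S/M-C, 84 of the loci (86.6%) were lower, with a median of -0.36 (adjusted p = 4.91e-05), and without the plastocyanin-like genes 58 of 66, with a median of -0.46 (adjusted p = 1.06e-05).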

Consistent with our data, genes related to photosynthesis were found to be upregulated in *Arabidopsis* plants treated with CKs [59]. All together, these results suggest that reduced photosynthesis may cause the retardation of shoot growth observed with CK-deficient plants which is referred to as CK deficiency syndrome [21], [60]. The restraint of shoot growth has been regarded as an advantageous growth adjustment in response to environmental cues, including salt stress, and is known to be an important mechanism of plant survival [61]–[63].

### Modulation of salt stress-responsive genes in the CK-deficient *ipt1,3,5,7* mutant

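In M-S/M-C, 1394 of the called genes had several probes, all of which passed for 755. Among genes measured above background on all arrays of both groups, LTP4 rose most, by a log2 change of 8.98, followed by CML37 (AT5G42380) with 8.39 and a LEA gene (AT1G52690) with 8.11. PCC1 fell most, by -7.06, followed by AT3G18450 (-6.48) and AT4G11210 (-5.69), a dirigent family gene. LTP4 and PCC1 were thus among the 3 largest changes with salt in both genotypes.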

To further investigate the effect of both salt stress and CK deficiency on gene expression, we carried out comparison M-S/M-C. A total of 2818 and 2380 genes with increased and decreased expression levels, respectively, were identified from this comparison (Figure 1B, Tables S5A and S5B). The altered gene expression profile of the salt-treated *ipt1,3,5,7* mutant significantly overlapped with that of the salt-treated WT. Specifically, when the up- and downregulated gene sets identified in comparison M-S/M-C were compared with the corresponding gene sets from comparison W-S/W-C, overlap was observed for 53.34% and 69.2% of the up- and downregulated gene sets of comparison M-S/M-C, respectively, indicating that expression of many salt stress-responsive genes was altered in comparison M-S/M-C as expected (Figure 5, comparisons W-S/W-C and M-S/M-C). However, many overlapping genes exhibited differential expression levels in the degree of modulation of transcript abundance. 

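In both W-S/W-C and M-S/M-C, 1739 genes were up and 1823 were down, or 56.8% and 73.4% of the M-S/M-C sets. Independent sets would share 249.8 and 285.0 genes. These comparisons share no array. With each array left out in turn, 1676 to 1777 and 1786 to 1840 genes were shared, and with normexp background correction 851 and 1026.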

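In W-S/W-C, the log2 change was 1.91 (3.77-fold) for DREB1A (AT4G25480), 3.79 (13.9-fold) for DREB1C (AT4G25470), 4.63 (24.8-fold) for DREB2A and 4.20 (18.4-fold) for DREB2B (AT3G11020). In M-S/M-C these changes were 2.82 (7.05-fold), 4.46 (22.1-fold), 4.22 (18.7-fold) and 4.62 (24.6-fold). DREB1B (AT4G25490) and DREB1D (AT5G51990) were well above background on no W-C array, so that in WT they rose at least 39.2-fold and at least 28.2-fold. In ipt1,3,5,7, where DREB1B was above background on 1 and DREB1D on 2 of the 3 M-C arrays, the changes were 6.94 and 6.48, or 122-fold and 89.0-fold. The difference between the responses of the genotypes was tested as the interaction of salt and genotype, the M-S/M-C change minus the W-S/W-C change. It was positive for 5 of the 6 genes, but only that of DREB1D, at 1.49 (standard error 0.29), had an adjusted p below 0.05 (0.00514 by limma's test). Its WT response is a lower bound, and its interaction would be smaller if its W-C level lay below the measured signal. None of the 4 genes above background in all groups passed. The others were 0.91 for DREB1A (adjusted p = 0.252), 1.02 for DREB1B (0.139), 0.67 for DREB1C (0.214), 0.42 for DREB2B (0.401) and -0.41 for DREB2A (0.284). With normexp background correction the DREB1D interaction was 1.10 (adjusted p = 0.481), and without M-C replicate 3 that of DREB1B was 1.33 (adjusted p = 0.0481).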

Among six DREB-type TF encoding genes, expression of *DREB1A*, *DREB1B*, *DREB1C*, *DREB1D* and *DREB2B* was increased by 3.7-, 60.6-, 14-, 31.8- and 18.5-fold, respectively, in salt-treated WT seedlings, but by 7.1-, 122.4-, 22.1-, 89- and 24.6-fold in salt-treated *ipt1,3,5,7* seedlings compared with respective untreated controls (Table 1, comparisons M-S/M-C and W-S/W-C). Similarly, among 17 overlapping salt-inducible *NAC* genes, the majority of them (11 genes), including *ANAC013*, *ANAC019*, *ANAC036*, *ANAC044*, *ANAC055*, *ANAC071*, *ANAC079*, *ANAC081*, *ANAC085*, *ANAC090* and *ANAC102* were more highly induced in the *ipt1,3,5,7* mutant than in the WT under salt stress. On the other hand, only two genes, *ANAC061* and *ANAC072*, exhibited smaller inductions in comparison M-S/M-C than in comparison W-S/W-C. All of the overlapping upregulated ABA-responsive LEA protein encoding genes also showed higher increases in transcript abundance in salt-treated *ipt1,3,5,7* than in salt-treated WT compared with respective untreated controls (Table 1, comparisons M-S/M-C and W-S/W-C). It should be noted that CK deficiency does not have a significant effect on the expression of the *DREB*, *NAC* and *LEA* genes, except for *ANAC055*, *ANAC072*, *ANAC079* and *DREB2A* (Table 1, comparison M-C/W-C), suggesting that transcript abundance of these genes was altered in salt-treated *ipt1,3,5,7* plants in a salt-dependent rather than CK-dependent manner.

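Of the 17 NAC genes of Table 1, 16 were called up in W-S/W-C by the probe read for each, all but ANAC069 (AT4G01550). The brightest of its 3 probes changed by 0.86, while another passed with 1.15 (adjusted p = 5.3e-05). In M-S/M-C 17 were called up, where ANAC069 fell just below the threshold without M-S replicate 2 (0.99). The interaction of salt and genotype was positive, a larger response in ipt1,3,5,7, for 13 of them and negative for 4. It had an adjusted p below 0.05 for 5 genes, all positive. These were ANAC013 (1.18, adjusted p = 9.57e-05 by limma's test), ANAC044 (1.04, adjusted p = 0.00749), ANAC081 (0.64, adjusted p = 0.0241), ANAC102 (0.56, adjusted p = 0.0174) and ANAC071 (0.39, adjusted p = 0.0334). The negative ones were ANAC061 (-0.99, adjusted p = 0.326), ANAC032 (-0.11), ANAC072 (-0.11, adjusted p = 0.789) and ANAC002 (-0.05). The tally of positive against negative was 12 and 5 with median scaling, 11 and 6 with quantile normalization, 15 and 2 with normexp, and 12 and 5 with slide as a block, which left 1 gene with an adjusted p below 0.05.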

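For the 11 LEA genes of Table 1, the interaction was positive for 11 and had an adjusted p below 0.05 for 4. These were AT3G15670 (2.79, adjusted p = 0.0207 by limma's test), AT4G36600 (2.19, adjusted p = 0.0242), AT1G02820 (0.84, adjusted p = 0.00777) and AT2G18340. The last was well above background on no array without salt, so that the size of its interaction is not given, and it rose at least 2.91-fold in WT and at least 8.42-fold in ipt1,3,5,7. The adjusted p of AT3G15670 was 0.0516 without M-C replicate 2. That of AT4G36600 was 0.0528 without M-C replicate 1, 0.0554 without M-S replicate 2, 0.0513 without M-S replicate 3, 0.0537 without W-C replicate 1 and 0.0504 without W-S replicate 1. With quantile normalization, normexp or slide as a block, the interaction was positive for 10 of the 11 LEA genes. All 4 lost their adjusted p below 0.05 with slide as a block, and all but AT1G02820 with normexp. The W-S/W-C call of AT4G36600 (1.33) was lost without W-C replicate 3 (adjusted p = 0.0647) and without W-S replicate 2 (adjusted p = 0.0581). Over the 34 genes of Table 1, it was positive for 29 and negative for 5, and 10 positive and 0 negative interactions passed, both over all probes and adjusted over the list alone. The list was chosen by the paper from these arrays, so that it is not independent evidence. With each array left out in turn, 7 to 11 passed, and with slide as a block 2. Of the 27 genes above background in all groups, 8 passed, 5 NAC and 3 LEA genes.

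**Figure D2:**
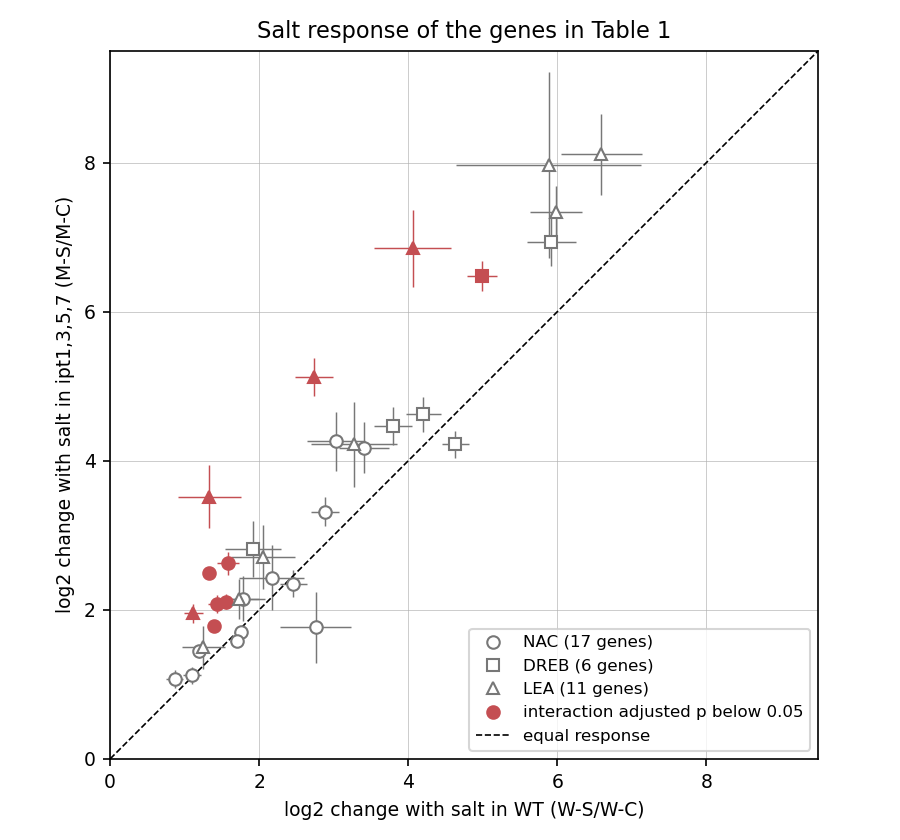
Log2 change with salt in WT (W-S/W-C, horizontal axis) and in ipt1,3,5,7 (M-S/M-C, vertical axis) for the 34 DREB, NAC and LEA genes of Table 1, each with its standard error. Filled red symbols are the 10 genes with an interaction adjusted p below 0.05, all of which lie above the line of equal change.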

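In M-C/W-C, 5 of the 34 genes of Table 1 were called up and 1 was called down. The upregulated genes were ANAC055, ANAC061 (2.27), ANAC072, ANAC079 (AT5G07680, 1.82) and DREB2A. ANAC061 (AT3G44350) was above background on 1 of the 3 W-C arrays, its adjusted p was 0.00331 by limma's test, and it was not called by the methods' t-test (adjusted p = 0.0651) or with normexp background correction. The LEA gene AT2G18340 was called down, but it was well above background on no array of either group, so that no fold is given. Its sign turned with normexp, and its call was lost with slide as a block, without M-C replicate 1 and without W-C replicate 2. AT4G36600 was not called with all arrays, at -0.71, but it was lower without M-C replicate 3 (-1.32), as was AT3G15670 (-1.17 against -0.50). In M-S/W-S, 16 of the 34 genes were up, 7 NAC, 3 DREB and 6 LEA genes. From the lack of a significant effect of CK deficiency on these genes apart from the exceptions it names, the paper proposes that their transcript abundance in the salt-treated mutant depends on salt rather than on CKs.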

**Table 1:** Gene upregulated in comparisons W-S/W-C and M-S/M-C in comparison with comparison M-C/W-C.

		W-S/W-C			M-C/W-C			M-S/M-C		
AGI	Description	Fold change	Regulation	q-value	Fold change	Regulation	q-value	Fold change	Regulation	q-value
*AT1G01010*	*ANAC001*	2.14	up	9.5E-03	1.37	up	4.6E-02	2.17	up	9.8E-04
*AT1G01720*	*ANAC002*	4.10	up	8.6E-04	1.18	up	7.8E-03	3.91	up	9.2E-04
*AT1G32870*	*ANAC013*	2.50	up	1.1E-03	1.10	down	1.4E-01	5.65	up	4.3E-04
*AT1G52890*	*ANAC019*	8.18	up	1.7E-02	1.37	up	1.3E-01	19.15	up	8.7E-04
*AT1G77450*	*ANAC032*	3.25	up	1.4E-03	1.39	up	5.6E-03	3.00	up	5.4E-04
*AT2G17040*	*ANAC036*	3.44	up	7.0E-03	1.13	up	7.4E-01	4.43	up	1.7E-02
*AT3G01600*	*ANAC044*	2.70	up	2.1E-02	1.33	up	3.9E-01	5.23	up	2.3E-03
*AT3G15500*	*ANAC055*	7.40	up	1.9E-03	2.28	up	2.1E-02	9.95	up	1.3E-03
*AT3G44350*	*ANAC061*	6.78	up	3.9E-02	4.84	up	6.5E-02	3.40	up	5.0E-03
*AT4G01550*	*ANAC069*	2.22	up	7.3E-03	1.16	up	3.8E-01	2.34	up	3.6E-03
*AT4G17980*	*ANAC071*	2.63	up	1.1E-03	1.10	up	2.4E-01	3.43	up	7.4E-04
*AT4G27410*	*ANAC072*	5.51	up	2.9E-03	2.83	up	3.9E-03	5.10	up	1.2E-03
*AT5G07680*	*ANAC079*	2.30	up	1.3E-03	3.54	up	1.9E-03	2.72	up	1.3E-03
*AT5G08790*	*ANAC081*	2.57	up	2.6E-03	1.02	up	8.0E-01	4.59	up	7.6E-04
*AT5G14490*	*ANAC085*	4.50	up	3.1E-02	1.16	down	7.1E-01	5.40	up	1.5E-02
*AT5G22380*	*ANAC090*	10.66	up	5.5E-04	1.20	up	6.4E-01	18.10	up	5.7E-03
*AT5G63790*	*ANAC102*	2.94	up	1.4E-03	1.28	up	9.0E-03	4.31	up	9.1E-04
*AT4G25480*	*DREB1A*	3.78	up	2.0E-02	1.50	down	3.8E-01	7.05	up	1.0E-02
*AT4G25490*	*DREB1B*	60.64	up	6.8E-04	1.53	up	2.9E-01	122.36	up	1.5E-03
*AT4G25470*	*DREB1C*	13.90	up	1.2E-03	1.37	up	2.1E-01	22.07	up	1.7E-03
*AT5G51990*	*DREB1D*	31.82	up	7.0E-04	1.13	up	2.7E-01	89.04	up	7.7E-04
*AT5G05410*	*DREB2A*	24.85	up	5.3E-04	2.55	up	1.7E-02	18.67	up	1.2E-03
*AT3G11020*	*DREB2B*	18.47	up	1.1E-03	1.29	up	3.6E-01	24.59	up	1.2E-03
*AT1G02820*	*LEA*	2.17	up	7.9E-03	1.02	down	9.1E-01	3.87	up	8.7E-04
*AT2G03740*	*LEA*	2.39	up	3.0E-03	1.12	up	6.0E-01	2.82	up	4.9E-02
*AT2G18340*	*LEA*	6.70	up	5.0E-03	2.04	down	6.0E-03	34.83	up	8.4E-04
*AT3G17520*	*LEA*	59.12	up	3.2E-03	1.25	down	9.1E-01	250.54	up	3.1E-02
*AT4G36600*	*LEA*	2.37	up	2.6E-02	1.77	down	2.9E-01	10.45	up	9.8E-03
*AT1G32560*	*LEA*	3.31	up	4.7E-03	1.97	up	9.5E-02	4.42	up	1.4E-02
*AT5G06760*	*LEA*	63.26	up	1.9E-03	1.13	down	7.9E-01	161.77	up	7.7E-04
*AT1G52690*	*LEA*	96.62	up	3.8E-03	2.07	down	3.7E-01	276.76	up	1.3E-03
*AT3G15670*	*LEA*	16.70	up	3.5E-03	1.41	down	6.6E-01	115.29	up	3.6E-03
*AT3G53040*	*LEA*	4.16	up	2.2E-02	1.53	up	5.0E-01	6.53	up	1.7E-02
*AT1G52680*	*LEA*	9.71	up	2.0E-02	1.83	down	1.8E-01	18.63	up	8.0E-03

### CK deficiency affects the expression of known stress-related genes in response to high salinity

Because CKs mediate salt stress responses, it is also desirable to identify genes whose expression was altered by CK deficiency during salt stress. Therefore, comparison M-S/W-S was designed for this purpose (Figure 1A). 

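The genes called in M-S/W-S made up 12.7% of the loci on the array. The largest rises among genes above background on all arrays of both groups were those of AT5G35935 (5.84), which also rose most in M-C/W-C, a putative peroxidase gene (AT1G49570, 5.17) and a C2H2 zinc finger gene (AT5G43540, 5.13). The largest falls were those of ATMRK1 (AT3G63260, -7.41), AT4G14060 (-6.22) and the glutaredoxin family gene AT2G47880 (-5.71). With slide as a block, which compares the genotypes within slide 4, 2209 genes were up and 1088 were down, and these included 76.4% and 76.9% of the genes called without the block.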

We identified a total of 3276 genes that were significantly (q<0.05) differentially expressed by at least two-fold under salt stress, among which 2354 genes were upregulated and 922 were downregulated (Figure 1B, Tables S6A and S6B). A Venn diagram analysis indicated that 43.92% of the upregulated and 57.48% of the downregulated gene sets identified in comparison M-S/W-S overlapped with the corresponding gene sets from comparison M-C/W-C (Figure 5, comparisons M-C/W-C and M-S/W-S). On the other hand, another Venn diagram analysis of comparisons W-S/W-C and M-S/W-S revealed that only 12.83% and 21.48% of up- and downregulated gene sets of comparison M-S/W-S overlapped with up- and downregulated gene sets of comparison W-S/W-C, respectively (Figure 5, comparisons W-S/W-C and M-S/W-S). These results might suggest that CKs, rather than high salinity stress, altered the expression profile of salt-treated *ipt1,3,5,7* when compared with salt-treated WT in comparison M-S/W-S.

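In both M-C/W-C and M-S/W-S, which share no array, 1149 genes were up and 651 were down, or 43.6% and 62.4% of the M-S/W-S sets, whereas independent sets would share 158.0 and 61.7. In both W-S/W-C and M-S/W-S, 376 genes were up and 251 were down, or 14.3% and 24.1% of the M-S/W-S sets, against 214.9 and 119.7 by independence. W-S/W-C and M-S/W-S share the W-S arrays with opposite signs, which works against resemblance where groups differ by array noise only. In 20 simulated draws with all groups unchanged, the correlation between them was -0.501 on average. For the real calls no such effect was seen. Genes called the same way were 1.87 times as many as independent sets give with all W-S arrays. In 6 divisions that left no W-S array shared, they were 1.63 to 1.97 times as many.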

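Of the genes downregulated in W-S/W-C, 814 (24.4%) were upregulated in M-S/W-S, where independent sets would share 302.3. From the larger overlap of M-S/W-S with M-C/W-C than with W-S/W-C, the paper proposes that CKs, rather than high salinity, altered the expression profile of the salt-treated mutant relative to the salt-treated WT.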

As for regulatory genes, among the major stress-related TFs, all of the salt-inducible *NAC* and *ZFHD* genes, such as *ANAC055*, *ANAC072* and *ZFHD1*, which confer stress tolerance when overexpressed (as previously discussed), were also induced in salt-treated *ipt1,3,5,7* when compared with salt-treated WT. Moreover, more salt-inducible *NAC* genes were identified in comparison M-S/W-S than comparison M-C/W-C (Table S7). Additionally, we found that the *DREB1B* and *DREB1D* were induced in comparison M-S/W-S but not in comparison M-C/W-C (Table S7). 

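Of the genes described as NAC, together with ANAC072, whose description does not place it in that class, 19 were up in W-S/W-C, and of these 7 were also up in M-S/W-S and 0 were down there. With each array left out in turn, 6 to 10 were up in both. ANAC055 was higher in M-S than in W-S by a log2 difference of 1.62 (adjusted p = 0.0001 by limma's test). For ANAC072, the difference of 1.39 (adjusted p = 0.000165) was 0.90 with slide as a block, just below the 2-fold threshold. ZFHD1 was higher in M-S than in W-S by 1.51 (adjusted p = 7.72e-07), but it did not respond to salt in WT, with a change of 0.03 (adjusted p = 0.795) in W-S/W-C, and its change in M-S/M-C was -0.64.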

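Among all NAC genes called, ANAC072 included, 31 were up and 2 were down in M-S/W-S, against 17 up and 4 down in M-C/W-C. Of those upregulated in W-S/W-C, 4 were also up in M-C/W-C. The order of 31 and 17 held with normexp (30 and 14), median scaling (29 and 17) and quantile normalization (28 and 17), and, for the genes described as NAC alone, with slide as a block (27 and 13).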

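In M-S/W-S, DREB1D rose from -3.33 ± 0.35 to -1.66 ± 0.35 (SD, n = 3), a log2 difference of 1.67 or 3.18-fold (adjusted p = 0.000105 by limma's test), which lay between 1.45 and 1.85 in all settings run. DREB1B rose from -2.86 ± 0.34 to -1.22 ± 0.44, or 3.1-fold (1.63, adjusted p = 0.0025), but its adjusted p was 0.0608 with normexp background correction and 0.161 with slide as a block. In M-C/W-C the differences were 0.18 (adjusted p = 0.509) for DREB1D and 0.62 (adjusted p = 0.156) for DREB1B, both near background. DREB1C was also called in M-S/W-S, with 1.12 (adjusted p = 0.0055), but not by the methods' t-test (adjusted p = 0.0648), with slide as a block (0.75), without M-S replicate 2 (0.93) or without W-S replicate 1 (0.91).

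**Figure D3:**
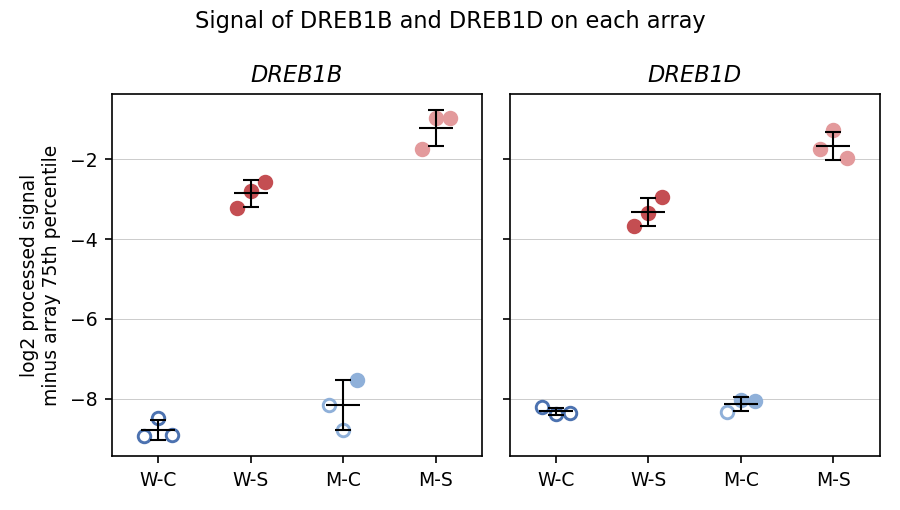
Signal of the DREB genes on each of the 12 arrays, as log2 relative to the array's 75th percentile (vertical axis), by group (horizontal axis). Each point is 1 array, open points are arrays on which the probe was not well above background, and bars give the mean and SD of 3 arrays. DREB1B and DREB1D lie higher in M-S than in W-S and near background in both groups without salt.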

Expression of *DREB1B* is induced by ABA, salt and cold stresses, while *DREB1D* is induced by ABA, salt and drought stresses [64], [65]. Overexpression of *DREB1B* and *DREB1D* was shown to enhance salt tolerance of transgenic rice plants and drought tolerance of transgenic *Arabidopsis* plants, respectively [66], [67], suggesting that combinatory effects of various types of TFs may contribute to improved salt and drought tolerance of the CK-deficient *ipt1,3,5,7* plants. Furthermore, CK deficiency may also induce the SOS pathway in response to salt stress because the *SOS3* gene, which encodes an EF-hand Ca^2+^-binding protein that functions as a calcium sensor for salt tolerance, was upregulated 2.36 fold in comparison M-S/W-S (Table S7). 

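SOS3 (AT5G24270) lay at -1.44 ± 0.07 in W-S and at -0.20 ± 0.02 in M-S (SD, n = 3), a log2 difference of 1.24 (standard error 0.09) or 2.37-fold (adjusted p = 3.43e-06 by limma's test). The difference lay between 1.17 and 1.27 in all settings run. Without salt, SOS3 lay at -1.33 ± 0.15 in W-C and at -0.57 ± 0.12 in M-C, a difference of 0.77 (adjusted p = 7.77e-05) or 1.7-fold, below the 2-fold threshold. Salt did not change it in WT (-0.11, adjusted p = 0.316), and the interaction of salt and genotype was 0.48 (adjusted p = 0.0196).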

Recently, Yang et al. (2009) reported that overexpression of *SOS3* resulted in enhanced salt tolerance of *Arabidopsis* transgenic plants [68]. In addition, we observed that the expression of *HKT1;1*, encoding the well-known high affinity K^+^/Na^+^ co-transporter that works in coordination with SOS proteins to control Na^+^ and K^+^ homeostasis, was significantly increased in the *ipt1,3,5,7* mutant under both normal and salt stress conditions (Figure 2). 

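HKT1;1 (AT4G10310) lay at -2.98 ± 0.23 in W-C and at -1.43 ± 0.27 in M-C (SD, n = 3), a log2 difference of 1.55 (standard error 0.32) or 2.93-fold (adjusted p = 0.0028 by limma's test). Salt lowered it to -6.45 ± 0.24 in WT, a change of -3.47, whereas in ipt1,3,5,7 it lay at -2.19 ± 0.73, a change of -0.76 (adjusted p = 0.0675). M-S was therefore higher than W-S by 4.26 or 19.2-fold (adjusted p = 4.59e-06), a difference between 3.22 and 4.62 in all settings run. The interaction of salt and genotype was 2.71 (adjusted p = 0.00257). With slide as a block the M-C/W-C difference was 1.71 with an adjusted p of 0.0526, and the interaction 2.70 with an adjusted p of 0.0977. Without M-S replicate 1, the fall in M-S/M-C was called (-1.14, adjusted p = 0.00396).

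**Figure D4:**
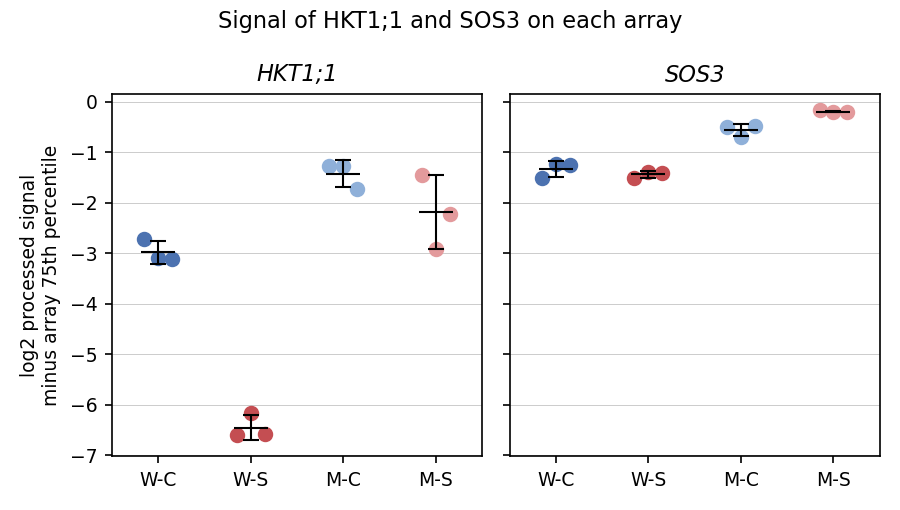
Signal of HKT1;1 and SOS3 on each of the 12 arrays, as log2 relative to the array's 75th percentile (vertical axis), by group (horizontal axis). Each point is 1 array and bars give the mean and SD of 3 arrays. HKT1;1 falls with salt in WT to -6.45, while its M-S arrays spread around -2.19, and SOS3 is highest in M-S.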

Consistent with our results, treatment of WT with exogenous CKs decreased transcript abundance of *HKT1;1* [69]. The increased transcript abundance of *HKT1;1* might also contribute to salt tolerance of CK-deficient plants because (i) expression of *HKT1;1* was also upregulated significantly in roots of the salt-tolerant *arr1,12* mutant, (ii) overexpression of *HKT1;1*, specifically in the mature root stele, enhanced salt tolerance in *Arabidopsis* transgenic plants and (iii) loss-of-function of *HKT1;1* rendered mutant plants hypersensitive to salt stress [69]–[71].

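In M-S/W-S, 2 glyoxalase genes were up and 0 were down, glycosyltransferases numbered 37 up and 2 down (Fisher's exact test, two-sided, adjusted p = 0.00237), defensins 18 up and 7 down, and xyloglucan-related genes 4 up and 5 down. Glycoside hydrolases numbered 23 up and 14 down, but 15 up and 18 down with quantile normalization. Disease resistance genes were mostly up, with 57 up and 4 down (adjusted p = 0.000432). PDF1.2 was well above background on no W-S array and on 2 of 3 M-S arrays, and was at least 1.62-fold higher in M-S.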

Regarding functional proteins, many genes encoding glyoxalase I proteins, XTRs, GTs, GHs and defensins were also upregulated in comparison M-S/W-S, as found in comparison M-C/W-C. The functions of these proteins have been discussed previously. 

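Of the loci described as LEA, 10 were up and 0 were down in M-S/W-S (AT1G32560, AT1G54890, AT2G03850, AT2G18340, AT3G15670, AT3G22490, AT3G53040, AT4G21020, AT4G36600 and AT5G06760), whereas 2 were up (AT1G54890 and AT1G72100) and 2 were down (AT2G18340, well above background in neither group, and AT4G13230) in M-C/W-C. Those outside Table 1 were named after their values were seen. Of the 10, 6 were also up in W-S/W-C. These 6 became 1 with normexp, and 3 without M-S replicate 2, without M-S replicate 3 and without W-S replicate 2. Without M-S replicate 2 and without M-S replicate 3, the 10 became 6, and with slide as a block or normexp they became 3. Without M-C replicate 3 and without W-C replicate 2, the 2 in M-C/W-C became 1. XERO1 (AT3G50980), whose description in the files does not place it in this class, was higher in ipt1,3,5,7 both without salt, by 3.12, and with salt, by 2.58 (adjusted p = 2.18e-05 and 6.65e-05 by limma's test), and it rose by 2.71 in W-S/W-C. With it counted, 11 were up in M-S/W-S and 7 of these in W-S/W-C. AT1G54890 was higher by 1.44 in M-C/W-C and by 1.93 in M-S/W-S, but changed by -0.38 with salt in WT.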

Interestingly, 12 LEA protein encoding genes were found to be upregulated in comparison M-S/W-S, whereas only two genes (*At1g54890* and *XERO1/At3g50980*) were upregulated in comparison M-C/W-C. Ten of these 12 genes were also induced by salt stress (Table S7). Several lines of evidence have demonstrated that transgenic plants overexpressing LEA encoding genes display enhanced salt-tolerant phenotypes [72], [73], although their precise functional roles remain to be determined.

### Effect of CK deficiency and/or salt stress on CK-related genes

Because this study investigated the effect of CK deficiency on the expression of downstream genes under normal and salt stress conditions, it was desirable to examine the transcription of CK-related genes in detail. Therefore, we extracted the expression data for all of the genes that are known to be involved in CK metabolism (*IPT*, *CKX*, *CYP735A* and *LOG* genes), CK translocation (*PUP* genes) and CK signaling (*AHK*, *AHP*, *ARR* and *APRR* genes) [20], [74], [75]. The expression patterns of all of these genes were analyzed in all four comparisons and displayed in a heat map (Figure 6). 

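The 92 CK-related genes of Table S8 were read by the probes printed there, with the 4 mutated IPT genes counted in W-S/W-C only. Over the 4 comparisons there were 65 downregulation events and 24 upregulation events at the 2-fold threshold, and with each array left out in turn 63 to 67 and 22 to 28. W-S/W-C gave 25 down and 3 up, M-C/W-C 15 and 9, M-S/M-C 15 and 5, and M-S/W-S 10 and 7. Normexp background correction, which moved these numbers most, gave 40 and 15 in all.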

We observed that the number of downregulation events (65) was more than three times that of upregulation events (21) (Table S8). In comparison W-S/W-C, among 92 genes analyzed, 25 genes were downregulated, of which a large portion included CK metabolism-related genes, while only three genes were upregulated, demonstrating a suppression of CK metabolism, which is consistent with a reduction in CK content under salt stress that was recently reported (Table S8) [16]. 

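The downregulated genes of CK metabolism in W-S/W-C were IPT3, IPT5, CKX1, CKX2, CKX4, CKX5, CKX6, CYP735A1, CYP735A2, LOG3 and LOG9, and the 3 upregulated CK-related genes were IPT1, AHP4 and PUP17. The fall of IPT3 was close to the threshold, at -1.12, and was not called without W-C replicate 1 (-0.97). The rise of PUP17 was 1.07, and it was not called without W-C replicate 2 (0.98) or without W-S replicate 2 (0.92). With normexp it was -0.01, and the calls of IPT1, IPT3, LOG3 and LOG9 were lost as well. Those of IPT5 and of the CKX and CYP735A genes were kept with normexp. LOG9 was not called by the methods' t-test. Of the 92 genes, 68 were lower with salt at any size.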

We also found that expression of the majority of *CKX* gene family members was decreased in all four comparisons (Figure 6, Table S8), which indicates that reduction of CK content caused by either salt stress or mutations in *ipt* genes diminishes expression of *CKX* genes. On the other hand, it has been reported that expression of *CKX* genes is induced by exogenous treatments of CKs [76], [77]. 

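Of the 7 CKX genes, CKX1, CKX2, CKX4, CKX5 and CKX6 were down in both W-S/W-C and M-C/W-C. CKX1, CKX3 and CKX5 were down in M-S/M-C, where CKX2 was up, and CKX1, CKX3, CKX5 and CKX6 were down in M-S/W-S, where the call of CKX5 (-1.14) was lost without M-S replicate 3 (-0.89) and with slide as a block (-0.94). CKX2 was well above background on no M-C array, so that only bounds exist for its fall in M-C/W-C and its rise in M-S/M-C. Lower at any size were 6, 6, 5 and 7 of the 7 in W-S/W-C, M-C/W-C, M-S/M-C and M-S/W-S. These numbers were the same with median scaling and quantile normalization, and 6, 6, 5 and 5 with normexp, with which 5, 2, 0 and 1 were called down.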

Taken together, these results suggest that the expression of *CKX* genes is CK-dependent.

**Figure 6:**
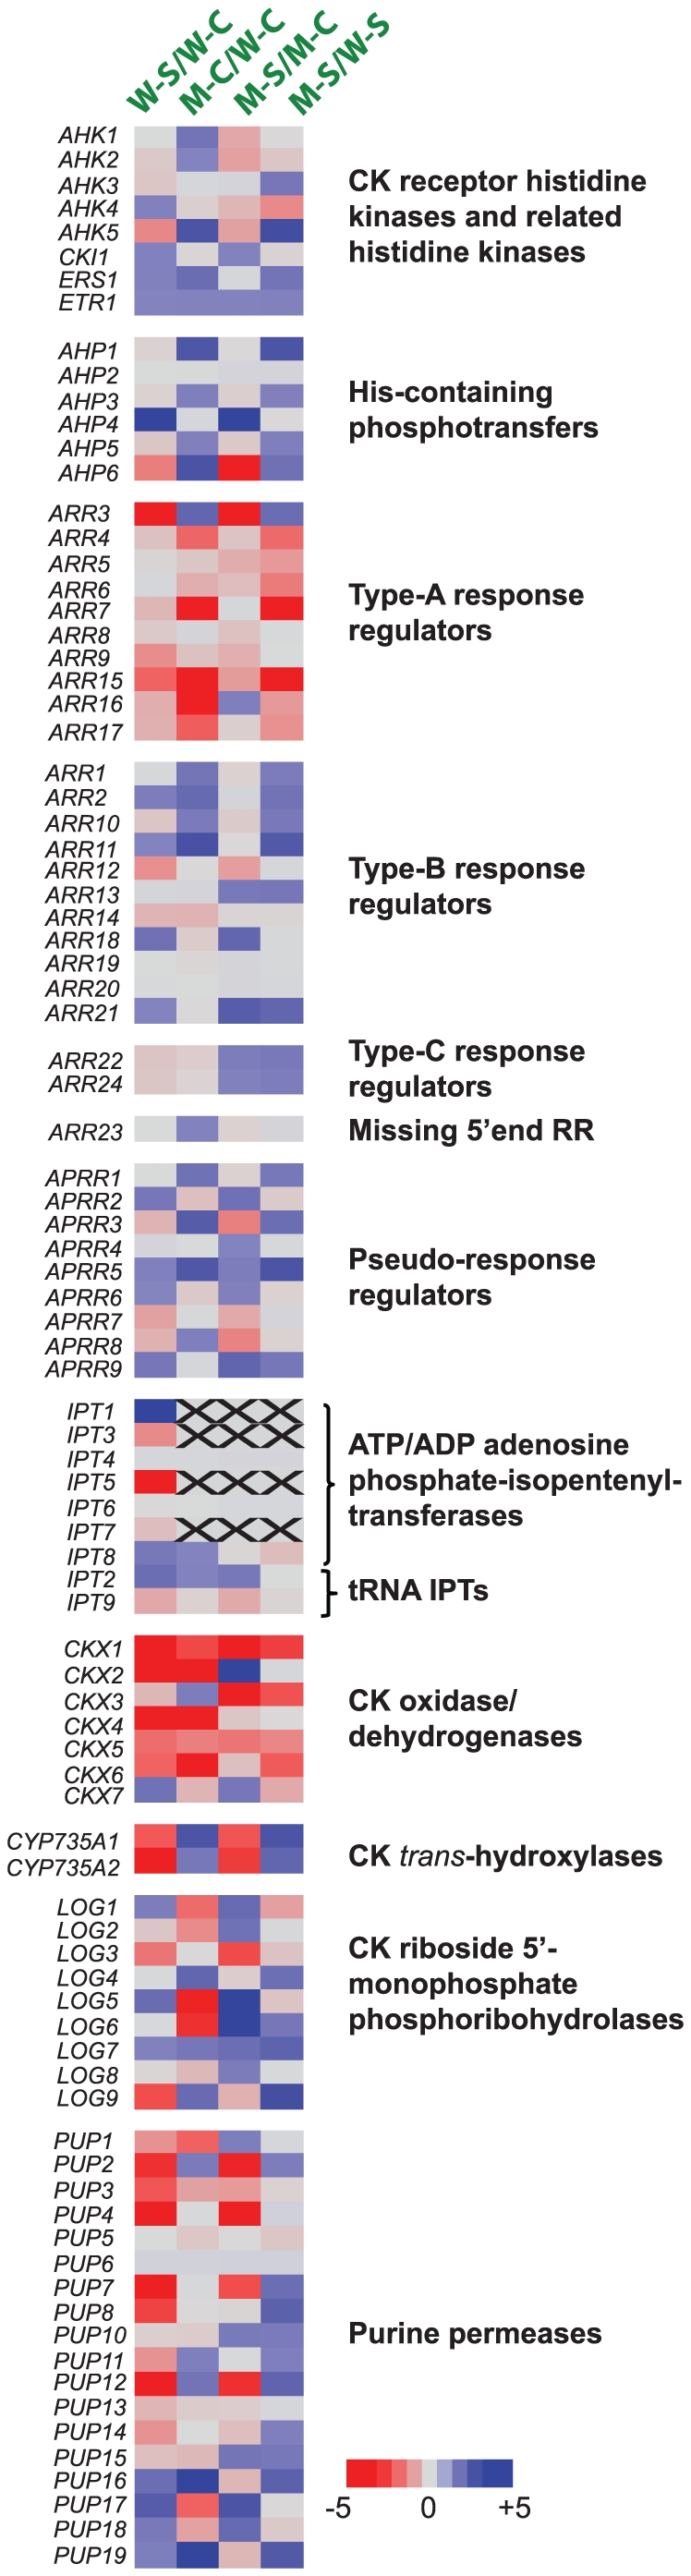
Heat map representation for the regulation of CK-related genes by CK deficiency under normal and salt stress conditions. Changes in expression levels are shown by color scales with saturation at five-fold changes. Blue and red color gradients indicate an increase or decrease in transcript abundance, respectively.

In addition, among genes related to CK signaling, five genes were downregulated (one *AHP*, three type-A *ARR* and one type-B *ARR* genes), whereas only one gene, *AHP4*, was upregulated in the WT by salt treatment, indicating that CK signaling might be repressed by salt stress (Table S8, comparison W-S/W-C). These data suggest that a decrease in CK metabolism by salt stress will subsequently lead to repression of CK signaling. This provides a mechanism enabling plant adaptation to high salinity conditions. Indeed, it has been reported that suppression of CK signaling by mutations in genes encoding CK receptor kinases or type-B ARRs enhanced salt tolerance [18], [69]. It is worth mentioning that among 10 type-A *ARR* genes, more than half were downregulated in comparison M-C/W-C (five genes) and comparison M-S/W-S (six genes), but only one type-A *ARR* gene was downregulated in comparison M-S/M-C (Table S8), indicating that salt stress-responsive expression of type-A *ARR* genes is CK-dependent.

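In W-S/W-C, 6 genes of CK signaling were down. These were AHK5, AHP6, the type-A genes ARR3, ARR9 and ARR15, and the type-B gene ARR12, while AHP4 rose by a log2 change of 2.78 (standard error 0.29, adjusted p = 2.06e-05 by limma's test). Of the 10 type-A genes, 10 were lower with salt at any size, or 9 with median scaling.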

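In M-C/W-C, 5 of the 10 type-A genes were down (ARR4, ARR7, ARR15, ARR16 and ARR17), in M-S/W-S 5 (ARR4, ARR6, ARR7, ARR15 and ARR17) and in M-S/M-C 1 (ARR3). In M-S/W-S, ARR5 (-0.98) and ARR16 (-0.99) lay just short of the 2-fold threshold, and 7 genes were down with median scaling or quantile normalization. Under slide as a block the 5 were ARR4, ARR5, ARR6, ARR7 and ARR15, and with normexp 3 were down (ARR4, ARR6 and ARR7). ARR17 was not called in M-C/W-C with normexp, and ARR15 was also down in M-S/M-C with quantile normalization (-1.13). ARR5 passed without M-S replicate 1 (-1.06), without M-S replicate 2 (-1.09), without W-S replicate 1 (-1.07) or without W-S replicate 2 (-1.01), and ARR16 without M-S replicate 2 (-1.19), without W-S replicate 1 (-1.02) or without W-S replicate 3 (-1.06). ARR17 (-1.07), well above background on no array of ipt1,3,5,7, was not called without M-S replicate 1 (-0.93) or without W-S replicate 2 (-0.89), and with normexp it turned to 0.51. From the difference between M-S/M-C and the genotype comparisons, the paper concludes that the salt-responsive expression of type-A ARR genes depends on CKs.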

Among 18 *PUP* genes, which were reported to be involved in CK transport [20], [78], nine, two and four genes were downregulated in comparisons W-S/W-C, M-C/W-C and M-S/M-C, respectively, while none of the *PUP* genes had a diminished expression level in comparison M-S/W-S. At the same time, we detected a total of one, two, one and one upregulated genes in comparisons W-S/W-C, M-C/W-C, M-S/M-C and M-S/W-S, respectively (Figure 6, Table S8). Therefore, the transcription of the *PUP* genes depends more on salt stress than on CK levels. 

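Of the 18 PUP genes, 8 were down in W-S/W-C (PUP1, PUP2, PUP3, PUP4, PUP7, PUP8, PUP12 and PUP14), 1 in M-C/W-C (PUP1), 5 in M-S/M-C (PUP2, PUP3, PUP4, PUP7 and PUP12) and 0 in M-S/W-S. Without M-C replicate 1 or without W-C replicate 2, PUP18 was also down in M-C/W-C (-1.03 and -1.13, against -0.95 with all arrays), and without W-C replicate 3 PUP1 was not called in W-S/W-C (-0.98). Upregulated were PUP17 in W-S/W-C and M-S/M-C, PUP16 and PUP19 in M-C/W-C, and PUP19 in M-S/W-S. PUP16 was well above background on no W-C array, so that only a bound exists for its rise in M-C/W-C. PUP8 was also up in M-S/W-S without M-S replicate 1 (1.04), without W-S replicate 2 (1.11) and without W-S replicate 3 (1.02), against 0.93 with all arrays, and so was PUP16, well above background on no W-S array, without W-S replicate 2. In M-S/M-C, PUP17, well above background on no M-C array, was at least 2.33-fold higher, and was not called without M-S replicate 3 (0.98) or with quantile normalization (0.93). PUP3 was called in M-S/M-C although it was well above background on no array of either group, so that no fold is given. That call was lost without any of the 3 M-C or 3 W-C arrays in turn, without M-S replicate 2, without W-S replicate 2 or 3, with 2 groups per fit, with slide as a random block and by the methods' t-test. With normexp, the calls of PUP3, PUP12, PUP16 and PUP17 were lost, as was that of PUP19 in M-S/W-S. With median scaling PUP14 was not called in W-S/W-C (-0.99), and with quantile normalization PUP16 was also down in M-S/M-C (-1.09).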

Brenner et al. (2005) reported that among 15 *PUP* genes analyzed, only expression of the *PUP4* gene was lower in WT plants treated with CKs, which further supports the CK-independent expression of the majority of the *PUP* gene family [59].

### Conclusions

When compared to WT under both normal and salt stress conditions, our genome-wide microarray analyses have detected transcriptional changes of more than 10% of all annotated *Arabidopsis* genes in the CK-deficient *ipt1,3,5,7* mutant. These genes encode proteins with a wide-range of functions, demonstrating the importance of CKs in the regulation of various biochemical, physiological and developmental processes. Downregulation of photosynthesis-related genes may cause shoot growth retardation, while upregulation of NAC TF encoding genes may play a role in enhanced lateral root development of the CK-deficient plants. The data gained through this study also suggest that CKs influence the established transcriptional networks, such as the *DREB*, *NAC* and *ZFHD* pathways, as well as ion signaling pathways, such as the SOS pathway. Ultimately, the impact of CKs on these regulatory networks results in optimized adaptation of sessile plants to adverse conditions. Overall, the results provided by this study may explain, at least in part, the phenotypic differences in plant growth and development between the WT and CK-deficient plants, as well as the enhanced tolerance to salt stress conferred by CK deficiency.

## Supporting Information

Table S1 **Primers used for qRT-PCR.**
(XLS) Click here for additional data file.

Table S2 **Gene expression profiles of WT and the CK-deficient** ***ipt1,3,5,7*** **mutant under normal and salt stress conditions retrieved from microarray analyses.**
(RAR) Click here for additional data file.

Table S3 **List of genes upregulated and downregulated in comparison W-S/W-C (WT-200 mM vs WT-0 mM NaCl).**
(XLS) Click here for additional data file.

Table S4 **List of genes upregulated or downregulated in comparison M-C/W-C (** ***ipt1,3,5,7*** **-0 mM NaCl vs. WT-0 mM NaCl).**
(XLS) Click here for additional data file.

Table S5 **List of genes upregulated or downregulated in comparison M-S/M-C (** ***ipt1,3,5,7*** **-200 mM NaCl vs.** ***ipt1,3,5,7*** **-0 mM NaCl).**
(XLS) Click here for additional data file.

Table S6 **List of genes upregulated or downregulated in comparison M-S/W-S (** ***ipt1,3,5,7*** **-200 mM NaCl vs. WT-200 mM NaCl).**
(XLS) Click here for additional data file.

Table S7 **Comparative analysis of upregulated genes found in comparison M-S/W-S (** ***ipt1,3,5,7*** **-200 mM NaCl vs. WT-200 mM NaCl).**
(XLS) Click here for additional data file.

Table S8 **Comparison of changes in expression profiles of CK-related genes in WT and** ***ipt1,3,5,7*** **plants under normal and salt stress conditions.**
(XLS) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

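RNA of WT plants and of the mutant ipt1,3,5,7 was measured on 12 Agilent 44K arrays with 1 colour (Cy3). The plants, 10 per replicate, were 10 d old when they were exposed to 200 mM NaCl or to none for 24 h, with 3 biological replicates in each of the 4 groups W-C, W-S, M-C and M-S. These numbers follow the paper's methods and the sample labels, whereas the deposited description of the series speaks of 3 hybridizations for each biological sample, in which case SDs and p-values would cover hybridization only. The number of arrays limits the precision, and signals near background limit what can be said of dim probes.

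The authors deposited the scanner output of each array, whose intensity values had been adjusted for background and detrended within the array by the scanner software, per the file headers, with surrogate values for spots not above background and no normalization between arrays. Between 5074 and 6753 spots per array held such surrogate values. The authors also deposited a table of log2 values for the whole series, in which the 75th percentile of each array had been subtracted from the log2 of its processed intensity. That scaling was read from the values themselves.

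Control spots and spots marked as outliers by the scanner software were left out, which affected 714 probes. Spots of one probe were averaged on the log2 scale, and the 75th percentile of each array was subtracted. Probes were not filtered on brightness. Of the loci on the array, 28595 (98.5%) were also in the reference table of gene names, and descriptions were taken from the array files.

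Group means were fitted over all 12 arrays in 1 model with limma (version 3.58.1, R version 4.3.3), with the empirical Bayes variance estimate (prior degrees of freedom 1.75, prior SD 0.119). Unless another test is named, every p given as adjusted p for a gene is from limma's moderated test with Benjamini-Hochberg adjustment over the 43481 probes tested, in each of the comparisons W-S/W-C, M-C/W-C, M-S/M-C and M-S/W-S and in the interaction (M-S minus M-C) minus (W-S minus W-C). A probe was called at a fold of at least 2 and an adjusted p below 0.05. A gene was called when at least 1 of its probes passed in one direction and none in the other. The genes of Table 1 and Table S8 were read by the probe the paper's supplementary tables print, or by the brightest probe where these print none or several.

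Genes were named by a rule set before the data were examined. It covers every gene that the paper names in its text, Table 1, Figure 2 or Table S8, and for each comparison and the interaction the 3 largest rises and the 3 largest falls among called probes well above background and not saturated on all arrays concerned. For the comparisons, the 3 values of one group also had to lie above the 3 of the other. This gave 168 names. Gene classes were defined by words in the descriptions, and calls up and down were compared with those of the other called genes by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 68 tests. The photosynthesis set was tested with limma's camera, with a preset correlation between genes of 0.01, and with the rotation test fry, and p-values were adjusted over the 4 comparisons and the interaction.

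The alternatives were normexp background correction with an offset of 50, quantile normalization, median scaling, the authors' table of log2 values, dim probes left out, outlier spots kept, 2 groups per fit, the methods' t-test, replicate number as a block, slide as a random block, slide as a fixed block (which leaves 1 M-C array against 3 W-C arrays and 1 W-S array against 2 M-S arrays), the brightest probe per locus, and each of the 12 arrays left out in turn. The methods' t-test on the authors' log2 values was added after the data had been seen. For the set test, fry and a correlation estimated from the arrays were also used. For comparisons that share a group, calls were also made with the arrays of that group divided between them, in 6 divisions, with a lone array assumed to vary like the others. For the interaction, the residuals of a model of genotype and salt without interaction were exchanged between the arrays, 100 times with the arrays as they are included. What slides contribute to M-S/W-S and to the interaction was read from arrays of one group on different slides, combined with the weights that slides have in each comparison, and the labels of each array were checked against IPT1, IPT7, NCED3, RD20, RD22 and RD29B. These tests were added after the data had been seen.

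The calls were tested on simulated data in which 200 of 42889 probes were changed in each comparison, all by clearly more than 2-fold. Of these, 91.5%, 93%, 94.5% and 89.5% were recovered in W-S/W-C, M-C/W-C, M-S/M-C and M-S/W-S, with 0 in the wrong direction and 4, 3, 0 and 8 false calls. The simulated noise was independent between arrays and probes. Recovery of changes near the 2-fold threshold was not tested. The other calculations were done with data.table (version 1.17.8) in R and with python (version 3.11.15), numpy (version 2.4.6), pandas (version 2.3.3) and scipy (version 1.17.1). The search for cis-elements in promoters, the gene ontology and MapMan analyses and the qRT-PCR data were not analysed here.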

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

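The tests of the interaction against quantile normalization, against differences between slides, against a mislabelled array and with exchanged residuals were chosen after the result was seen, as were the analyses of the photosynthesis set with median scaling, normexp background correction, slide as a block, each array left out or plastocyanin-like genes left out. The other tests were set before the data were examined.

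The response to salt differed between the genotypes, by the test of the interaction, for 2020 genes. In 1584 of them it was more positive in ipt1,3,5,7 than in WT, and in 436 it was more negative. The paper compares the sizes of the responses for the genes of Table 1 and gives no test of the difference. Among 100 splits of the arrays drawn from 200, 4 gave as many genes, the real one included. The others gave 2825, 2412 and 2287 genes, and the largest put W-S replicate 3 and M-S replicates 1 and 2, which are the arrays of slide 4, in 1 group. These splits mix the genotypes and so carry the difference between M-C and W-C into the contrast, and chance cannot be excluded by them. When the residuals of a model of genotype and salt without interaction were exchanged between the arrays, 1 of 100 exchanges gave as many genes, which was the arrays as they are, with 2007 genes over the probes with a value on every array, and the next gave 1. This argues against variation between arrays that follows neither genotype nor salt, as far as the arrays vary independently. With slide as a fixed block, the interaction rests on 1 M-C array against the 3 W-C arrays of slide 1 and on 1 W-S array against the 2 M-S arrays of slide 4. It was then called for 1198 genes, 788 more positive and 410 more negative, of which 680 and 198 were called the same way without the block (42.9% of the 1584 genes and 45.4% of the 436). With either M-S array of slide 4 labelled as its W-S array, 485 and 482 genes were called, so that arms of 1 array decide little. What slides contribute was therefore read from arrays of one group that lie on different slides, combined with the weights that slides have in the interaction. This combination was called for 137 genes, 130 higher and 7 lower, against 2075 for the interaction with the same variance estimate over the probes with a value on every array, and 15 genes were called the same way in both. Relative to the variance of 1 array, that of the combination is 1.5 and that of the interaction 1.33, so that shifts of whole slides as the whole source are argued against. A shift common to the slides of salt-treated plants cancels in the interaction. On 0 of the 12 arrays did IPT1 or IPT7 go against the genotype label, or NCED3, RD20, RD22 or RD29B against the salt label, which argues against a mislabelled array. For RD29B, for example, the untreated arrays lay at -6.60 to -5.08 and the treated ones at -1.09 to 0.68. More genes were higher than lower, and this also held among the probes well above background on all 12 arrays, with 3.63 genes higher per gene lower, and with quantile normalization (1.92). In the combination for slides, higher genes exceeded lower ones by 123, against 1129 in the interaction. Dim probes, array scaling and slide differences as the whole source of the imbalance are thus argued against. A different response of the CK-deficient plants to salt is a hypothesis that stays open beside these.

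The salt response differed most, among genes above background on all 12 arrays, for CYP82C2, with an interaction of 7.81 (standard error 0.65, adjusted p = 9.02e-05 by limma's test). It fell from 0.50 in W-C to -7.22 in W-S, while it lay at -6.61 in M-C and -6.52 in M-S. The next were AT1G26390, with 7.17 (adjusted p = 5.64e-05), which fell from 1.11 to -6.36 in WT and lay at -5.36 and -5.66 in ipt1,3,5,7, and AT4G37290, with 6.12 (adjusted p = 0.000136). The first 2 were thus already low in the mutant without salt. The most negative were AT3G24982, with -3.64 (adjusted p = 0.01), ATPSK2, with -3.43 (adjusted p = 0.00091), and XTR3, with -3.34 (adjusted p = 0.00417). These 6 genes were called in every setting in which the interaction was computed, slide as a block included, with ranges of 5.67 to 8.22 for CYP82C2, 5.75 to 7.45 for AT1G26390, 4.27 to 6.57 for AT4G37290, -5.31 to -2.50 for AT3G24982, -3.88 to -2.60 for ATPSK2 and -4.47 to -2.61 for XTR3. A difference in growth between the groups was not tested for these genes.

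The photosynthesis set fell less with salt in ipt1,3,5,7 than in WT. Its median interaction was 0.35 against 0.05 for all other probes, and it was positive for all but 20 of 97 loci (limma's camera, adjusted p = 4.2e-05 over the comparisons and the interaction). With quantile normalization the median was 0.11, with median scaling 0.28, with normexp 0.34 and with slide as a block 0.21 (adjusted p = 0.00741 by limma's camera). Limma's fry gave an adjusted p of 0.00529, and with each array left out the adjusted p of camera lay between 5.02e-06 and 0.000148. Without the plastocyanin-like genes the median was 0.49, and the interaction was positive for all but 3 of 66 loci (adjusted p = 4.85e-09 by limma's camera). With the correlation between genes estimated from the arrays, the raw p was 0.24, so that a joint fluctuation of these genes between arrays could account for the difference. In M-C the set was already lower than in W-C, and a smaller fall from a lower start and a weaker response to salt cannot be told apart here.

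Probes without an AGI locus also passed the threshold. The supplementary tables list none of them in the part that was at hand, which was incomplete for several tables. They numbered 730 in W-S/W-C, 316 in M-C/W-C, 696 in M-S/M-C and 335 in M-S/W-S. At least 76.7% of them in each comparison were well above background on all arrays of at least 1 group, which argues against signals near background as the source of most. What these probes measure is not known from the files, and no biological explanation was tested.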

How the results depend on the processing

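Alternatives were set before the data were examined, except the methods' t-test on the authors' log2 values, the classes with an array left out, and for the photosynthesis set median scaling, normexp background correction, slide as a fixed block, plastocyanin-like genes left out and an array left out, which were chosen after seeing the data.

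Normexp background correction moved most results. It gave 1270 genes up and 2181 down in W-S/W-C, 1116 and 640 in M-C/W-C, 1376 and 1345 in M-S/M-C and 1741 and 359 in M-S/W-S, and 519 higher and 158 lower in the interaction. Up and down in both comparisons were 129 and 278 genes for W-S/W-C and M-C/W-C, 851 and 1026 for W-S/W-C and M-S/M-C, 143 and 62 for W-S/W-C and M-S/W-S, 96 and 101 for M-C/W-C and M-S/M-C, and 341 and 76 for M-S/M-C and M-S/W-S, while 190 were down in both M-C/W-C and M-S/W-S. CK-related events numbered 40 down and 15 up, and 3 genes of Table 1 had an interaction that passed. The offset of 50 that normexp adds shrinks the log2 changes of dim probes by construction. Calls of dim genes lost with normexp are therefore no evidence against a change. How much of the falls this explains was not tested. Normexp also moved the median log2 change of all probes, to -0.27 in W-S/W-C, 0.28 in M-C/W-C, -0.14 in M-S/M-C, 0.32 in M-S/W-S and 0.13 in the interaction, against at most 0.1 in size with the other scalings, so that a change under normexp is to be read relative to these values. The sign of 11 named changes turned with normexp: ANAC085 (-0.10) and PUP17 (-0.008) in W-S/W-C, the LEA gene AT2G03740 in W-S/W-C (-0.285) and M-S/M-C (-0.079), LEA AT2G18340 (0.48), ARR17 (0.20), IPT1 (0.15) and LOG2 (0.051) in M-C/W-C, ARR17 in M-S/W-S (0.51), IPT7 in M-S/M-C (-0.11) and AT2G47880 in the interaction (0.16). The share of called genes that were up was 63.6% in M-C/W-C and 82.9% in M-S/W-S with normexp, against 50.3% and 71.6%.

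With slide as a fixed block, which can be fitted only for the genotype comparisons and the interaction and rests on 1 M-C and 1 W-S array, 788 genes were higher in the interaction and 2 genes of Table 1 passed. In the interaction, 65.8% of called genes were higher, against 78.4%, and quantile normalization also gave 65.8%. The 2-group fits and the t-tests give no value for the interaction. With dim probes left out, 1 LEA gene was up in M-C/W-C, against 2. With the correlation between genes estimated from the arrays, camera gave p = 0.138 in W-S/W-C, 0.119 in M-C/W-C, 0.25 in M-S/M-C and 0.24 in the interaction for the photosynthesis set, none of which passed, while fry kept all 4 below 0.05. In M-S/W-S, where limma's camera gave an adjusted p of 0.068, it passed with median scaling (0.0483), normexp (0.00448) and slide as a block (0.00741). Under normexp its median was -0.04 and its mean 0.03, while the median of other probes was 0.28 and the test direction was down. The cause was not tested.

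With each array left out in turn, the counts of genes called and shared between comparisons, of CK-related events and of Table 1 genes with an interaction that passed stayed within 1.5 times their value. Among the smaller counts, those that moved further included LEA genes up in M-C/W-C, with 1 to 3 (1 without M-C replicate 3 and without W-C replicate 2), LEA genes up in M-S/W-S, with 6 to 12 (6 without M-S replicate 2 and without M-S replicate 3), LEA genes up in both W-S/W-C and M-S/W-S (3 without M-S replicate 2, M-S replicate 3 or W-S replicate 2, against 6), and PUP genes. The 1 PUP gene down in M-C/W-C became 2 without M-C replicate 1 and without W-C replicate 2. The 1 up in M-S/W-S became 2 without M-S replicate 1 and without W-S replicate 3, and 3 without W-S replicate 2. The 1 up in W-S/W-C became 0 without W-C replicate 2 and without W-S replicate 2, and the 1 up in M-S/M-C became 0 without M-S replicate 3. The set test in M-S/W-S moved as well, with p from 0.00262 (without W-S replicate 1) to 0.276, which also passed without M-S replicate 3 (0.0159).

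Of 333 calls for named genes, 298 were kept with each array left out, 35 were lost with at least 1 array left out, and 0 were reversed. With normexp 229 were kept, 93 were lost and 11 were reversed, with the methods' t-test 279 of 300 were kept, with slide as a fixed block 115 of 158, with quantile normalization 328, with median scaling 329, with the authors' log2 values 332, with outlier spots kept 332, with slide as a random block 332, with 2 groups per fit 297 of 300, with the brightest probe per locus 333, and with dim probes left out 325 of 325. With replicate number as a block 329 were kept. The correlation of replicates with the same number across groups was -0.155 to 0.147 over 30956 probes in 6 pairs of groups, so the numbers do not pair the arrays.

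The comparisons of promoter length and strand for cis-elements were not run, since no genome was at hand. Signal over background limits the genes that are dim in a group: of the probes called up, 12.3% to 24.5% per comparison were above background on no array of the lower group, and their folds are bounds.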

Differences from the paper's values

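The alternatives are those set before the data were examined, and any chosen after seeing the values is named as such.

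The paper gives 2 downregulated PUP genes in M-C/W-C, and 1 was found here (PUP1). The value equals the paper's without M-C replicate 1 and without W-C replicate 2, when PUP18 also passed, and in none of the other alternatives run. Table S8 also prints PUP17 in M-C/W-C, at the paper's 2.76-fold lower, which equals its value for PUP1, while the authors' log2 values of the same probe give 1.5-fold lower.

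The paper gives 10 LEA genes upregulated in M-S/W-S and also induced by salt, and 6 were found here. With XERO1, which the paper counts in this class and the descriptions here do not, 7 were found, within 1.5 times of the paper's number, and 10 without M-C replicate 3 and with the methods' t-test on the authors' log2 values, the latter chosen after seeing the values. Without XERO1, the following held. With 2 groups per fit the number was 10. It no longer differed by more than 1.5 times with the brightest probe per locus, dim probes left out, outlier spots kept or the authors' log2 values (7 each), with the methods' t-test (8), without M-C replicate 1 (7), without M-C replicate 2 (7), without M-C replicate 3 (9), nor with the methods' t-test on the authors' log2 values (9), which was chosen after seeing the values. The other alternatives still differed.

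The paper lists ANAC092 among the genes upregulated in the untreated mutant. Its log2 change was 0.18 (adjusted p = 0.2 by limma's test), and no setting run called it.

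The paper names the genes of Table 1 that CK deficiency affected without salt. Beside those, ANAC061 was called here (2.27), but not by the methods' t-test (adjusted p = 0.0651), by that test on the authors' log2 values (chosen after seeing the values) or with normexp, and LEA AT2G18340, well above background in neither group, was called down, but not with slide as a fixed block, with normexp, without M-C replicate 1 or without W-C replicate 2.

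The paper states that the salt-inducible NAC and ZFHD genes were also higher in the salt-treated mutant than in the salt-treated WT. Of 19 NAC genes up in W-S/W-C, ANAC072 included, 7 were also up in M-S/W-S, and at most 10 were up in both in the settings run (without W-C replicate 3). ZFHD1 was up in M-S/W-S but did not change with salt in WT (0.03).

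The paper names ANAC061 and ANAC072 as the NAC genes with smaller inductions in the mutant. The interaction was negative for 4 of the 17 (ANAC002, ANAC032, ANAC061 and ANAC072), and none of these passed.

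The paper counts the majority of the type-A ARR genes as down in M-S/W-S, and 5 of 10 were found here. ARR5 and ARR16 lay just short of the threshold, and 7 genes were down with median scaling and with quantile normalization.

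The paper lists NCED2 as strongly induced. Its change was 1.996-fold, and it passed with median scaling, quantile normalization, outlier spots kept and the authors' log2 values, without W-C replicate 3, W-S replicate 1 or W-S replicate 2, and with the methods' t-test on the authors' log2 values, which was chosen after seeing the values.

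AT1G72100, described as LEA, was up in M-C/W-C here, which the paper does not list. AIL1, which is higher in M-S/W-S in Figure 2, had a difference of 1.77 with an adjusted p of 0.302, and was called with 2 groups per fit (0.00439), with the methods' t-test (0.0209) and with that test on the authors' log2 values (0.0198), which was chosen after seeing the values. In W-S/W-C, 6 genes of CK signaling were down, AHK5 being the one that the paper's tally leaves out, although its Table S8 gives AHK5 as down.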

Other observations

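The counts of calls with disjoint arrays, and the tests of the imbalance in M-S/W-S against quantile normalization and slide differences, were chosen after the result was seen. The other tests were set before the data were examined.

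For each of the comparisons W-S/W-C, M-C/W-C, M-S/M-C and M-S/W-S, the real grouping of the 6 arrays gave more called genes than the other groupings, so that 1 of 10 groupings was as large. With 3 arrays against 3 that share cannot fall below 0.1, so chance cannot be excluded by the share alone. The real groupings gave 5701, 3459, 5544 and 3677 genes, against at most 2, 3, 5 and 6 in the other groupings. The other groupings mix the groups. In 20 draws simulated with no change between the groups, calls averaged at most 0.15 per comparison. These counts argue against chance as the source of most calls, as far as the arrays vary independently.

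Genes called in M-C/W-C were called the same way in W-S/W-C more often than independent sets give. Both use the same W-C arrays. With disjoint W-C arrays the correlation across probes was at least 0.119. In 6 divisions of the W-C arrays that left none shared, with a lone array assumed to vary like the others, the genes called the same way were at least 2.37 times as many as independent sets give, against 2.81 times with all arrays, which argues against the shared arrays as the source. Genes called in opposite directions were also in excess, by 1.89 to 2.2 times in these divisions, and the source of this excess, which does not follow direction, was not tested.

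Of the genes down in W-S/W-C, 814 were up in M-S/W-S, against 302.3 by independence. Both use the W-S arrays with opposite sign. The correlation with disjoint W-S arrays nearest to 0 was -0.042, too near 0 to decide. In 6 divisions that left no W-S array shared, the genes called in opposite directions were at least 2.23 times as many as independent sets give, against 2.58 times with all arrays, which argues against the shared arrays as the source of these calls. Genes called the same way were in excess as well, by 1.63 to 1.97 times. Of the genes called up in M-C/W-C, 615 (35.3%) were down in M-S/M-C, against 148.9 by independence, and of those called down, 464 (27.0%) were up, against 181.2. With no M-C array shared, the genes called in opposite directions in these comparisons were at least 2.97 times as many as independent sets give, against 3.26 times with all arrays, which argues against the shared M-C arrays as the source. Genes called the same way were 1.45 to 1.63 times as many. A smaller salt response where the mutant already differs is a hypothesis that stays open.

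More genes were up than down in M-S/W-S. Among probes well above background on all 12 arrays 2.55 genes were up per gene down, and with quantile normalization 1.71. In what slides contribute, read from arrays of one group on different slides, 94 genes were up and 8 down, an excess of 86 against 1556 in M-S/W-S with the same variance estimate. This argues against dim probes, array scaling and slide differences as the whole source. A wider induction of genes in the salt-treated mutant is a hypothesis found and tested on the same data.

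IPT5 responded to salt differently in the genotypes, with an interaction of 2.39 (adjusted p = 0.000222 by limma's test). It is 1 of the mutated genes, and the arrays do not tell which transcript its probe detects. With normexp its adjusted p was 0.0888.

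Of 368 fold changes printed in Table S8, 2 lay more than 5% away from those computed from the same probes of the authors' log2 values. These were PUP11 in W-S/W-C, printed as 2.15 by the paper against 1.21 here, and PUP17 in M-C/W-C, printed as 2.76 against 1.5, and each equals the value printed for PUP1. A recount of the paper's printed values gave 21 upregulation and 63 downregulation events.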
